# Volume overload impedes the maturation of sarcomeres and T-tubules in the right atria: a potential cause of atrial arrhythmia following delayed atrial septal defect closure

**DOI:** 10.3389/fphys.2023.1237187

**Published:** 2023-10-16

**Authors:** Zhuoya Dong, Dian Chen, Sixie Zheng, Zheng Wang, Debao Li, Yingying Xiao, Sijuan Sun, Lincai Ye, Lisheng Qiu, Yuqing Hu, Haifa Hong

**Keywords:** volume overload, atrial septal defects, atrium, maturation, sarcomere, transverse tubules

## Abstract

**Introduction:** Adult patients with atrial septal defects (ASD), the most common form of adult congenital heart disease, often die of arrhythmias, and the immaturity of cardiomyocytes contributes significantly to arrhythmias. ASD typically induces a left-to-right shunt, which then leads to the right atrium (RA) volume overload (VO). Whether or not VO contributes to RA cardiomyocyte immaturity and thereby causes arrhythmias in adult patients with ASD remains unclear.

**Methods:** Here, we developed the first neonatal RA VO mouse model by creating a fistula between the inferior vena cava and abdominal aorta on postnatal day 7. RA VO was confirmed by increases in the mean flow velocity, mean pressure gradient, and velocity time integral across the tricuspid valve, and an increase in the RA diameter and RA area middle section.

**Results:** We found that VO decreased the regularity and length of sarcomeres, and decreased the T-element density, regularity, and index of integrity of T-tubules in RA cardiomyocytes, suggesting that the two most important maturation hallmarks (sarcomere and T-tubules) of RA cardiomyocytes were impaired by VO. Accordingly, the calcium handling capacity of cardiomyocytes from postnatal day 21 (P21) RA was decreased by VO. VO caused a significant elongation of the PR interval. The expression of connexin 43 (Cx43) was decreased in RA VO. Moreover, gene ontology (GO) analysis of the downregulated genes in RA demonstrated that there was an abundance of enriched terms associated with sarcomeres and T-tubules exposed to VO. The results were further verified by qRT-PCR.

**Conclusions:** In conclusion, the first neonatal RA VO mouse model was developed; furthermore, using this neonatal RA VO mouse model, we revealed that VO impeded RA sarcomere and T-tubule maturation, which may be the underlying causes of atrial arrhythmias in adult patients with ASD.

## 1 Introduction

Isolated atrial septal defect (ASD) occurs in approximately 2/1,000 live births and is the most common form of adult congenital heart disease (CHD) (Stout et al., 2018; Brida et al., 2022). This is because more than 97% of children born with ASD live to adulthood (Stout et al., 2018; Brida et al., 2022). However, adult patients with ASD present with various types of complications, such as right heart failure, pulmonary hypertension, thrombosis, arrhythmias, and even sudden death (Nitta et al., 2013; Himelfarb et al., 2022), and its underlying mechanisms remain elusive. Thus, current ASD guidelines recommend that ASD closure should be based on the severity of a patient’s clinical symptoms and age (Stout et al., 2018).

The most important hemodynamic feature of ASD is a left-to-right shunt at the atrial level, resulting in volume overload (VO) in the right atrium (RA) (Lindsey and Hillis, 2007; Humenberger et al., 2011). Clinical retrospective studies have found that patients in whom the ASD is closed before the onset of arrhythmias have a lower rate of subsequent recurrence of arrhythmias than those whose ASD is closed after the onset of arrhythmias; however, its underlying mechanisms are not clear (Silversides et al., 2004; Humenberger et al., 2011; Rigatelli et al., 2021). More importantly, when ASD is closed in adulthood, the altered electrophysiological function is not restored, with the most prominent abnormalities being atrial fibrillation and atrial flutter (Jategaonkar et al., 2009; Oliva et al., 2022; Muroke et al., 2023). Previous studies speculated that this may be due to irreversible RA structural and electrophysiological damage caused by VO (Silversides et al., 2004; Rigatelli et al., 2021). However, the type of damage and the underlying mechanisms are unclear.

During the postnatal cardiac developmental process, cardiomyocytes undergo a maturation transformation to meet the physiological needs of the systemic circulation, which mainly includes the following: 1) sarcomere maturation, in which the sarcomere components change from MYH7 to MYH6, from TNNI1 to TNNI3, and from a disordered and irregular sarcomere arrangement to a rod-like and ordered sarcomere arrangement (Schiaffino et al., 1993; Opitz et al., 2004; Bray et al., 2008); 2) electrophysiological maturation, in which the transverse tubules (T-tubules) gradually increase in density and integrity, with an increased calcium-handling ability (Perera et al., 2022; Smith et al., 2022; Zhang et al., 2022; Tarasov et al., 2023). Cardiomyocyte maturation failure may lead to a range of clinical symptoms, including arrhythmias and heart failure (Campostrini et al., 2021; Funakoshi et al., 2021; Dimasi et al., 2023; Lou et al., 2023). Whether VO impedes RA cardiomyocyte maturation and thereby causes atrial arrhythmias in adult patients with ASD is unclear.

One of the reasons why this phenomenon is not well understood is the lack of a neonatal RA VO mouse model. There are two challenges in creating a neonatal RA VO mouse model. First, the method for neonatal anesthesia is ice cooling, which requires that the operation time on the neonatal mice should not exceed 15 min (Cui et al., 2021; Zhou et al., 2022). Second, the extremely small size of neonatal mouse hearts requires advanced microsurgical skills (Sun et al., 2021; Hu et al., 2022). In the past, cardiac VO models were reported only in adult mice or large animals, and there were no neonatal mouse cardiac VO models (Sun et al., 2019; Cui et al., 2021; Sun et al., 2021; Zhou et al., 2021; Hu et al., 2022; Zhou et al., 2022). Recently, we used neonatal aortocaval fistula (ACF) surgery to increase the amount of blood returning to the heart (Sun et al., 2019; Cui et al., 2021; Sun et al., 2021; Zhou et al., 2021; Hu et al., 2022; Zhou et al., 2022), as ACF has been confirmed to produce ventricular VO (Sun et al., 2019; Cui et al., 2021; Sun et al., 2021; Zhou et al., 2021; Hu et al., 2022; Zhou et al., 2022). In theory, increased blood returning to the heart by ACF could also cause RA VO, but experimental data were needed to support the theory.

In the present study, we first established a neonatal RA VO mouse model by ACF surgery and determined that ACF induced neonatal RA VO in mice. We subsequently applied this model to investigate the impact of RA VO on cardiac arrhythmia. Our investigation revealed that RA cardiomyocytes exposed to VO exhibited reduced sarcomere lengths and disrupted regularity, indicative of impaired sarcomere maturation within RA. Furthermore, VO was associated with a diminished density, disrupted regularity, and compromised integrity of T-tubules, leading to a decreased amplitude of calcium transients and an extended time to peak. The T-tubule system serves as the structural foundation for the excitation–contraction coupling of cardiomyocytes and is crucial for their calcium-handling capabilities. Anomalies in calcium handling are closely associated with the occurrence of cardiac arrhythmias. Moreover, we analyzed atrial electrophysiological characteristics using electrocardiographic measurements and observed a significant prolongation of PR intervals in mice subjected to VO. This alteration in PR intervals can elevate susceptibility to atrial arrhythmias. Furthermore, we examined other arrhythmogenic substrates and observed a significant lateralization of connexin 43 (Cx43), accompanied by a marked reduction in the percentage of Cx43 in the intercalated discs under VO conditions. These findings provide novel insights into the connections between RA VO and the occurrence of atrial arrhythmias. This study provides a theoretical basis to prevent arrhythmia in adult patients with ASD and is a pioneering study of neonatal RA VO.

## 2 Materials and methods

The data generated in this study are available from the corresponding author upon reasonable request. All RNA-seq data have been deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo), with accession number GSE232594.

All of the primer and reagent information is provided in Supplementary Tables S1, S2.

### 2.1 ACF surgery

C57BL/6 neonatal mice, male or female, were randomized into two groups, ACF and sham surgery, at postnatal day 7 (P7), as described in previous publications (Stout et al., 2018; Brida et al., 2022). In brief, under general anesthesia (4%–5% isoflurane), a midline laparotomy was performed on the pups to expose the abdominal aorta (AA) and inferior vena cava (IVC). ACF was created by a puncture through AA into IVC with a needle (diameter, 0.08 mm). Then, the abdominal wall was closed with local lidocaine treatment to relieve pain.

### 2.2 Ultrasonography

The ACF and tricuspid valve flow were analyzed using a Vevo 3100 Imaging System (VisualSonics, Toronto, Ontario, Canada) with a pulse-wave mode, as described in previous publications (Sun et al., 2021; Hu et al., 2022).

### 2.3 Histology and immunohistochemistry

Hearts were dewatered, embedded in paraffin, sliced (8 μm thickness), and stained with hematoxylin and eosin (H&E), Sirius Red, and Masson’s trichrome according to the manufacturer’s instructions (G1120, G1340, and G1472; Solarbio Life Science, Beijing, China). Atrial expression and distribution of Cx43 (CST, #3512) were studied using an immunohistochemistry (IHC) method. Sections were incubated with an HRP antibody for 30 min at 37°C. A DAB chromogenic reagent kit (G1212, Servicebio Technology Co., Ltd., Wuhan, China) was used for coloration. Quantification was calculated using Fiji 2.9.0 (National Institutes of Health, United States).

### 2.4 Hemodynamic measurement

We conducted hemodynamic measurements on both sham and VO mice at P56. We utilized pressure transducers and the PowerLab system (ADInstruments, Colorado Springs, CO) to measure and record end-systolic (RVSP), end-diastolic (RVDP), and mean (mRVP) pressures of the right ventricle.

### 2.5 RNA extraction and qRT-PCR

After anesthetizing with 1.5% isoflurane, mice at P21 were euthanized to obtain the RAs, which were used for subsequent experiments. RNA extraction was performed using the PureLink RNA Micro Scale Kit. RNA integrity was evaluated using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, United States). Quantitative real-time PCR (qRT-PCR) was performed using SYBR Green Power Premix kits according to the manufacturer’s instructions. The primers were obtained from Generay Biotech Co., Ltd. (Shanghai, China).

### 2.6 Library preparation

The sequencing libraries were generated using the NEBNext^®^ Ultra^TM^ RNA Library Prep Kit for Illumina^®^ (NEB, United States) according to the manufacturer’s instructions. The library fragments were purified using an AMPure XP system (Beckman Coulter, Beverly, MA, United States), and library quality was assessed on the Agilent Bioanalyzer 2100 system.

### 2.7 Clustering, sequencing, and mapping

The clustering of the index-coded samples was performed on a cBot Cluster Generation System using a TruSeq PE Cluster Kit v3-cBot-HS (Illumina). Sequencing was performed on an Illumina NovaSeq platform to generate 150-bp paired-end reads. Raw data (raw reads) in the FASTQ format were processed through in-house Perl scripts to generate clean data (clean reads). All of the downstream analyses were thus based on clean, high-quality data. The indexes of the reference genome and paired-end clean reads were constructed using HISAT2 v2.0.5. The number of reads mapped to each gene was counted using featureCounts v1.5.0-p3. The fragments per kilobase of transcript sequence per million base pairs sequenced (FPKM) for each gene was calculated based on the length of the gene and read counts mapped to each gene.

### 2.8 Differential gene expression analysis

Differential gene expression was analyzed using the DESeq2 R package (1.16.1). Genes with an adjusted *p*-value of <0.05, as determined using DESeq2, were considered to be differentially expressed.

### 2.9 GO enrichment analyses

GO enrichment analysis of downregulated genes was implemented using the clusterProfiler R package. GO terms with corrected *p* < 0.05 were considered to be significantly enriched.

### 2.10 T-tubule imaging

*In situ* T-tubule imaging and AutoTT analysis were performed as described previously (Sun et al., 2021; Hu et al., 2022). Intact mice hearts were Langendorff-perfused with Tyrode’s solution containing 2.5 μM of FM 4-64 (Invitrogen™, Paisley, UK) for 20 min. The hearts were placed in the perfusion chamber attached to the stage of a confocal microscope and perfused with the indicator-free/Ca^2+^-free solution. The membrane structure of epicardial myocytes was analyzed *in situ* using a confocal microscope with a ×63 oil immersion lens. AutoTT preprocessed the confocal images and then extracted and analyzed T-tubule system morphological features.

### 2.11 Sarcomere imaging

Sarcomere imaging was performed as described in previous publications (Sun et al., 2021; Hu et al., 2022). RA cardiomyocytes were isolated using a Langendorff perfusion system, then fixed with 4% paraformaldehyde for 10 min, permeated with 0.5% Triton X-100 for 15 min, stained with sarcomeric α-actinin (SAA, 1:200 dilution, Abcam) overnight at 4°C, imaged using a confocal microscope with a ×60 objective, and finally analyzed using AutoTT.

### 2.12 Cardiomyocyte isolation and calcium imaging

Cardiomyocytes were isolated using a Langendorff perfusion system, as described previously (Sun et al., 2021). After perfusion, only RA was removed, and cardiomyocytes from the RA were used for calcium imaging. Calcium imaging was performed according to a previous publication (Sun et al., 2021). In brief, before contractility and calcium analyses, calcium was re-introduced into isolated cardiomyocytes by treating the cells with a series of 10 mL of 2,3-butanedione monoxime-free perfusion buffers containing 100 nmol/L, 400 nmol/L, 900 nmol/L, and 1.2 μmol/L CaCl_2_. At each step, cardiomyocytes were settled down by gravity for 10 min at room temperature before cells were transferred to the next buffer with a higher calcium concentration. Cardiomyocytes were loaded with 5 μmol/L Rhod-4™, AM (21121, AAT Bioquest, United States) for 20 min. Then, the cells were washed with normal Tyrode’s solution (NaCl, 140 mmol/L; KCl, 4 mmol/L; MgCl_2_, 1 mmol/L; CaCl_2_, 1.8 mmol/L; glucose, 10 mmol/L; and HEPES, 5 mmol/L, pH = 7.4, adjusted with NaOH) for 20 min. The cells were subsequently settled in a laminin-coated glass-bottomed flow chamber at 30°C for 10 min and electrically stimulated at 1 Hz to produce steady-state conditions. Finally, calcium signals were acquired through confocal line scanning using a ×63 objective. A line scan was positioned along the long axis of the cell in the cytosol, avoiding the nuclear area. Calcium signals were quantified manually using Fiji 2.9.0.

### 2.13 Electrocardiogram (ECG)

The PowerLab system (ADInstruments, Colorado Springs, CO) was utilized to measure and record the electrocardiograms (ECGs) of both sham and VO mice at P56.

### 2.14 Statistical analysis

Statistical analyses were performed using SAS software version 9.2 (SAS Institute Inc., Cary, NC, United States). Continuous data were expressed as means ± one standard deviation. We analyzed differences with Student’s t-test when the data were normally distributed; otherwise, data were tested with the Mann–Whitney test. *p* < 0.05 was considered to be statistically significant.

## 3 Results

### 3.1 Development of neonatal RA VO in mice with ACF surgery

As shown in Figure 1A, we conducted ACF and sham procedures on P7 and performed analyses at P14 and P56. Because AA and IVC are adjacent to each other in the abdomen, puncturing the adjacent site of AA and IVC to create a fistula allows blood to directly flow from AA to IVC, thereby causing a substantial increase in the cardiac blood volume return (Figure 1B). Under normal physiological conditions, there is no pulsatile blood flow in IVC (Figure 1C), but there is pulsatile blood flow in AA (Figure 1D). At the fistula, a pulsatile blood flow should be noted to verify the successful creation of a fistula between AA and IVC (Figures 1E, F). Among 35 mice that underwent sham surgery, one died, representing a mortality rate of 2.86%, while two of the 35 mice that underwent VO surgery died, representing a mortality rate of 5.71%. The combined mortality rate for both groups is 4.29%. Out of the 33 surviving VO mice, 30 had a sustained shunt, resulting in a successful VO rate of 92.8%.

**FIGURE 1:**
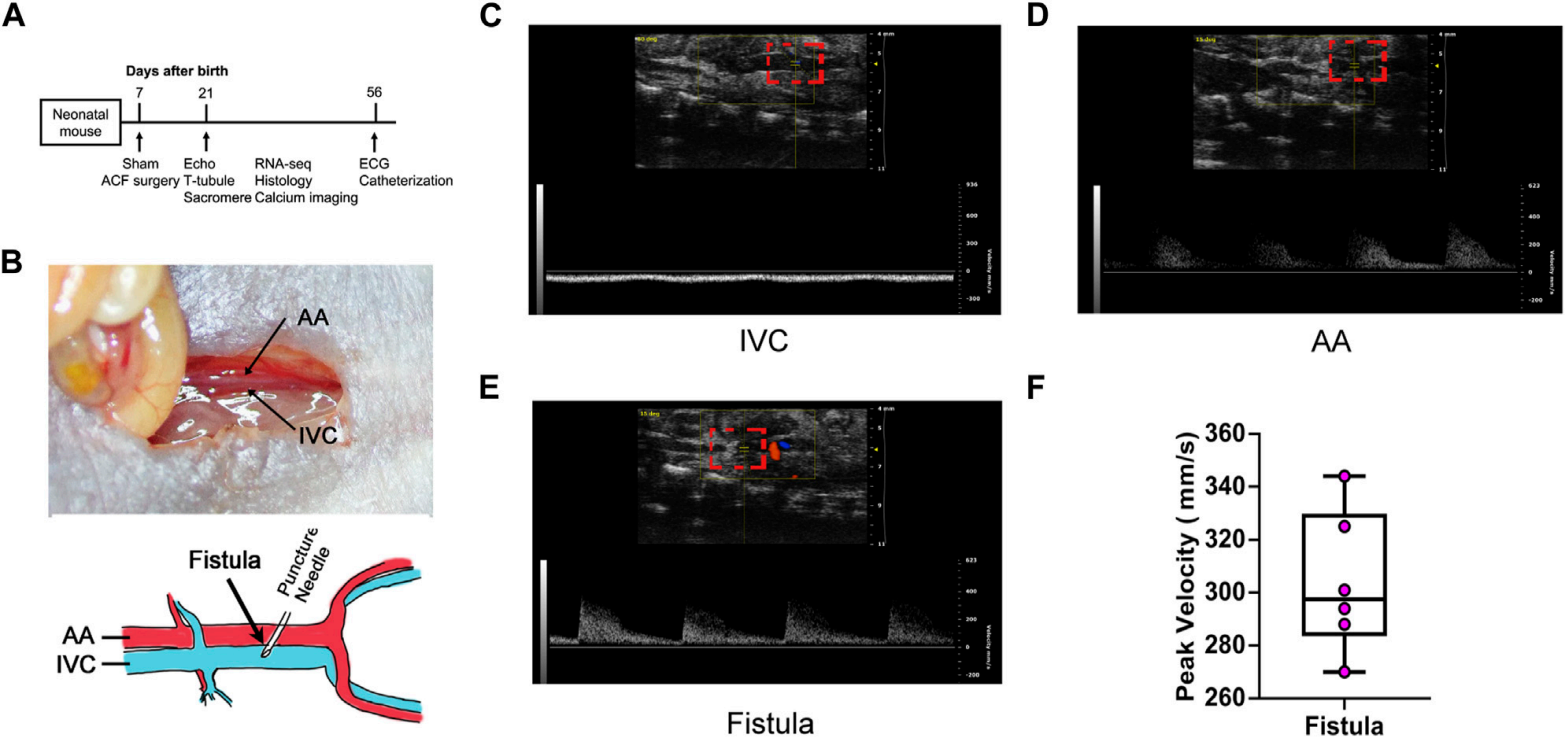
Abdominal aorta and inferior vena cava fistula creation and verification. **(A)** Timeline diagram of the experiment protocol. **(B)** Upper panel: Local anatomy of the abdominal aorta (AA) and inferior vena cava (IVC). Lower panel: Schematic of the fistula surgery. An illustration video can be found at: (https://www.ahajournals.org/doi/suppl/10.1161/JAHA.121.020854). **(C)** IVC manifested no pulsatile blood flow. **(D)** AA manifested pulsatile blood flow. **(E)** Fistula manifested pulsatile blood flow. **(F)** Quantification of the fistula peak velocity.

To confirm that RA VO was induced, we examined the RA morphology and RA area at the midpoint of the coronal section. We found a larger RA with an increased RA area (Figures 2A, B). The heart/body weight ratios (HW/BW) and lung/body weight ratios (lung/BW) were significantly elevated in the VO group at P21 (Figures 2C–G; Table 1).

**FIGURE 2:**
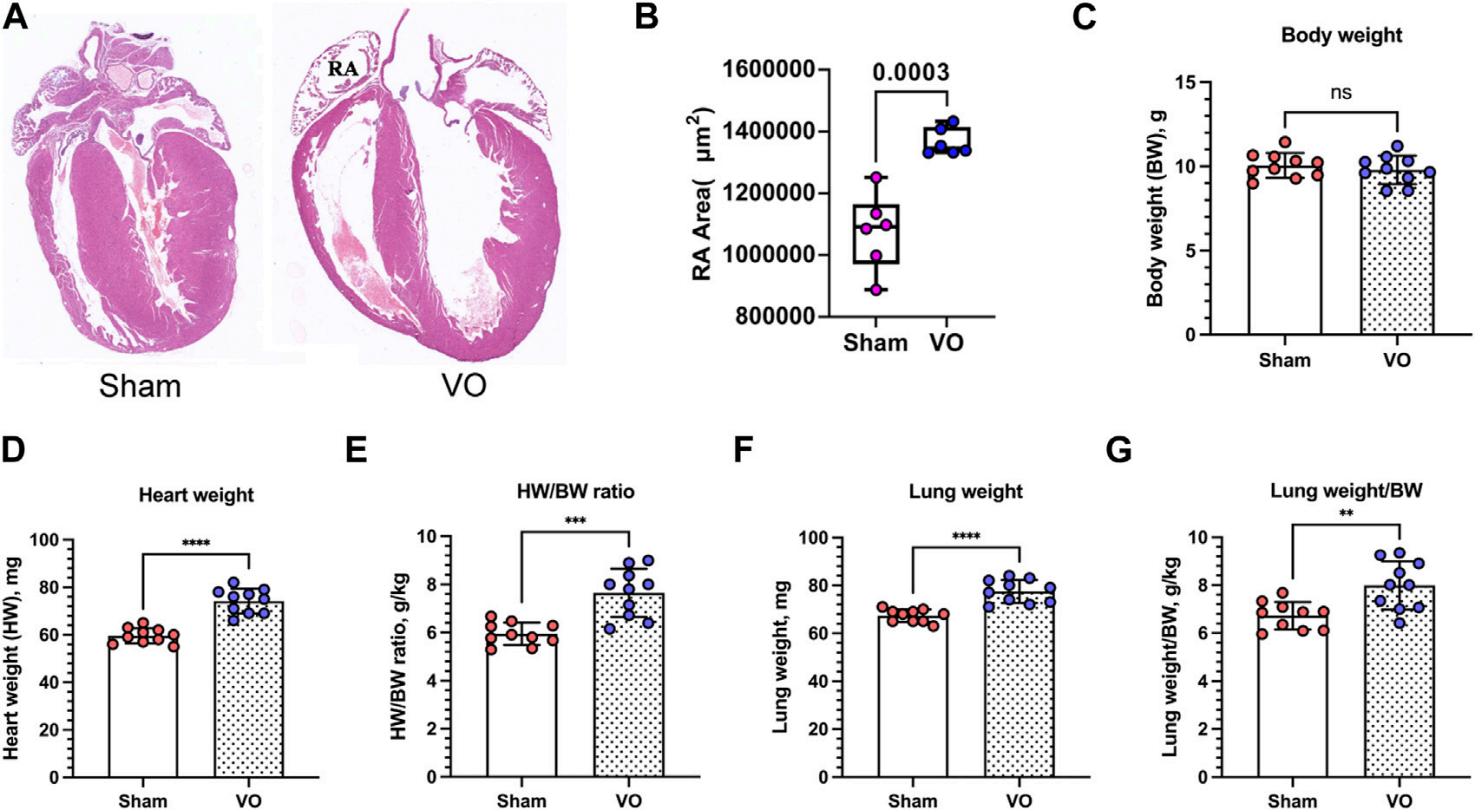
Verification of RA VO with H&E staining and organ weights. **(A)** Representative RA images. **(B)** Quantification of the RA area at the midpoint of the coronal section. **(C–G)** Quantification of body weight (BW), heart weight (HW), HW/BW ratio, lung weight, and lung weight/BW ratio in the sham and VO groups. *n* = 6, Student’s t-test. ns, no significance; **p < 0.01, ***p < 0.001, ****p < 0.0001.

**TABLE 1:** Organ weight parameters.

Parameter	Sham (*n* = 10)	ACF (*n* = 10)	*p*-value
Body weight (BW), g	10.06 ± 0.7369	9.79 ± 0.8468	0.4617
Heart weight (HW), mg	59.6 ± 3.204	74.2 ± 5.181****	<0.0001
HW/BW ratio, g/kg	5.949 ± 0.4624	7.649 ± 1.005***	0.0001
Lungs, mg	67.3 ± 2.627	77.5 ± 4.79****	<0.0001
Lungs/BW, g/kg	6.725 ± 0.5736	7.988 ± 1.011**	0.003

Data are expressed as mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Bold values are significantly differ between the two groups.

To further verify RA VO, we examined the hemodynamic changes at the tricuspid valve. The results showed that the tricuspid mean velocities (tricuspid Vmean) in the sham and VO groups were 0.277 ± 0.024 and 0.419 ± 0.013 m/s, respectively (*p* < 0.0001, *n* = 6, Figures 3A, B); the tricuspid mean pressure (tricuspid Pmean) values in the sham and VO groups was 0.338 ± 0.054 and 0.818 ± 0.082 mmHg, respectively (*p* < 0.0001, *n* = 6, Figures 3A, C); and the tricuspid velocity time integral (VTI) values in the sham and VO groups were 0.958 ± 0.054 and 1.929 ± 0.149 cm, respectively (*p* < 0.0001, *n* = 6, Figures 3A, D).

**FIGURE 3:**
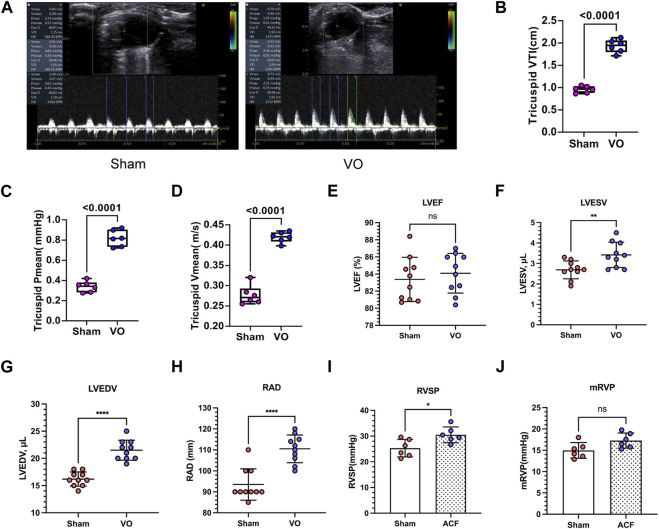
Verification of RA VO with echocardiography and cardiac catheterization. **(A)** Representative echocardiography at the tricuspid levels. Note the sharp waveform in the VO group. **(B)** Quantification of tricuspid mean velocity (Vmean). **(C)** Quantification of the tricuspid mean pressure gradient (Pmean). **(D)** Quantification of the tricuspid velocity time integral (VTI). **(E–H)** Quantification of left ventricular ejection fractions (LVEFs), left ventricular end-systolic volumes (LVESVs), left ventricular end-diastolic volumes (LVEDVs), and right atrium diameters (RADs) in the sham and VO groups. **(I, J)** Quantification of right ventricular systolic pressures (RVSPs) and mean right ventricular pressures (mRVPs) in the sham and VO groups. *n* = 6, Student’s t-test. ns, no significance; *p < 0.05, **p < 0.01, ****p < 0.0001.

To determine whether heart failure had occurred, we evaluated the function of the left ventricle. The results showed that the left ventricular ejection fractions (LVEFs) and left ventricular fractional shortenings (LVFSs) were not significantly influenced by VO at P21 (Figure 3E; Supplementary Figure S3A; Table 2). Nevertheless, the left ventricular end-systolic volumes (LVESVs), left ventricular end-diastolic volumes (LVEDVs), right atrium diameters (RADs), and stroke volumes (SVs) exhibited noticeable increases in response to VO conditions (Figures 3F–H; Supplementary Figure S3B; Table 2).

**TABLE 2:** Echocardiographic parameters.

Parameter	Sham (*n* = 10)	ACF (*n* = 10)	*p*-value
HR (bpm)	555.4 ± 16.26	551.1 ± 22.77	0.6315
LVEF (%)	83.37 ± 2.588	84.09 ± 2.322	0.5214
LVFS (%)	45.46 ± 1.034	45.05 ± 1.356	0.4559
LVESV, μL	2.69 ± 0.4383	3.42 ± 0.6197*	0.007
LVEDV, μL	16.2 ± 1.317	21.5 ± 1.841****	<0.0001
SV, μL	13.51 ± 1.215	18.08 ± 1.562****	<0.0001
RAD (mm)	93.5 ± 7.472	110.5 ± 6.587****	<0.0001

Data are expressed as mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

HR, heart rhythm; LVEF, left ventricular ejection fraction; LVFS, left ventricular fractional shortening; LVESV, left ventricular end-systolic volume; LVEDV, left ventricular end-diastolic volume; SV, stroke volume; RAD, right atrial diameter.

Bold values are significantly differ between the two groups.

Monitoring the hemodynamic status of the heart is essential for assessing the reliability of this model. We performed cardiac catheterization to measure pressures in the hearts of sham and VO mice. The results demonstrated a significant increase in RVSP under VO conditions, while no significant differences were observed in RVDP, mRVP, and the heart rate (HR) between the sham and VO groups (Figures 3I, J; Supplementary Figures S3C, D; Table 3).

**TABLE 3:** Hemodynamic parameters for sham and ACF groups at postnatal week 8.

Parameter	Sham (*n* = 6)	ACF (*n* = 6)
**RVSP, mmHg**	25.32 ± 3.41	30.52 ± 3.06*
**RVDP, mmHg**	4.633 ± 1.61	4.05 ± 1.06
**mRVP, mmHg**	14.98 ± 1.83	17.28 ± 1.78
**HR, beats/min**	565 ± 32.65	546 ± 22.2

Data are expressed as mean ± SD; *p < 0.05.

RVSP, right ventricular systolic pressure; RVDP, right ventricular diastolic pressure; mRVP, mean right ventricular pressure; HR, heart rate.

Bold values are significantly differ between the two groups.

The aforementioned morphologic and hemodynamic results suggested that a neonatal RA VO mouse model without heart failure was successfully induced by ACF surgery.

### 3.2 VO impedes RA cardiomyocyte sarcomere and T-tubule maturation

Because the sarcomere is a basic structure of cardiomyocytes, the maturation of which determines the electrophysiological function of cardiomyocytes (Stout et al., 2018; Brida et al., 2022), we first observed whether VO affected RA sarcomere maturation. With VO, the RA cardiomyocyte sarcomere regularity reduced from 0.628 ± 0.144 μm to 0.417 ± 0.099 μm, and the RA cardiomyocyte sarcomere length reduced from 1.297 ± 0.357 μm to 0.954 ± 0.244 (Figures 4A, B). These results suggested that VO impeded the maturation of RA cardiomyocyte sarcomeres.

**FIGURE 4:**
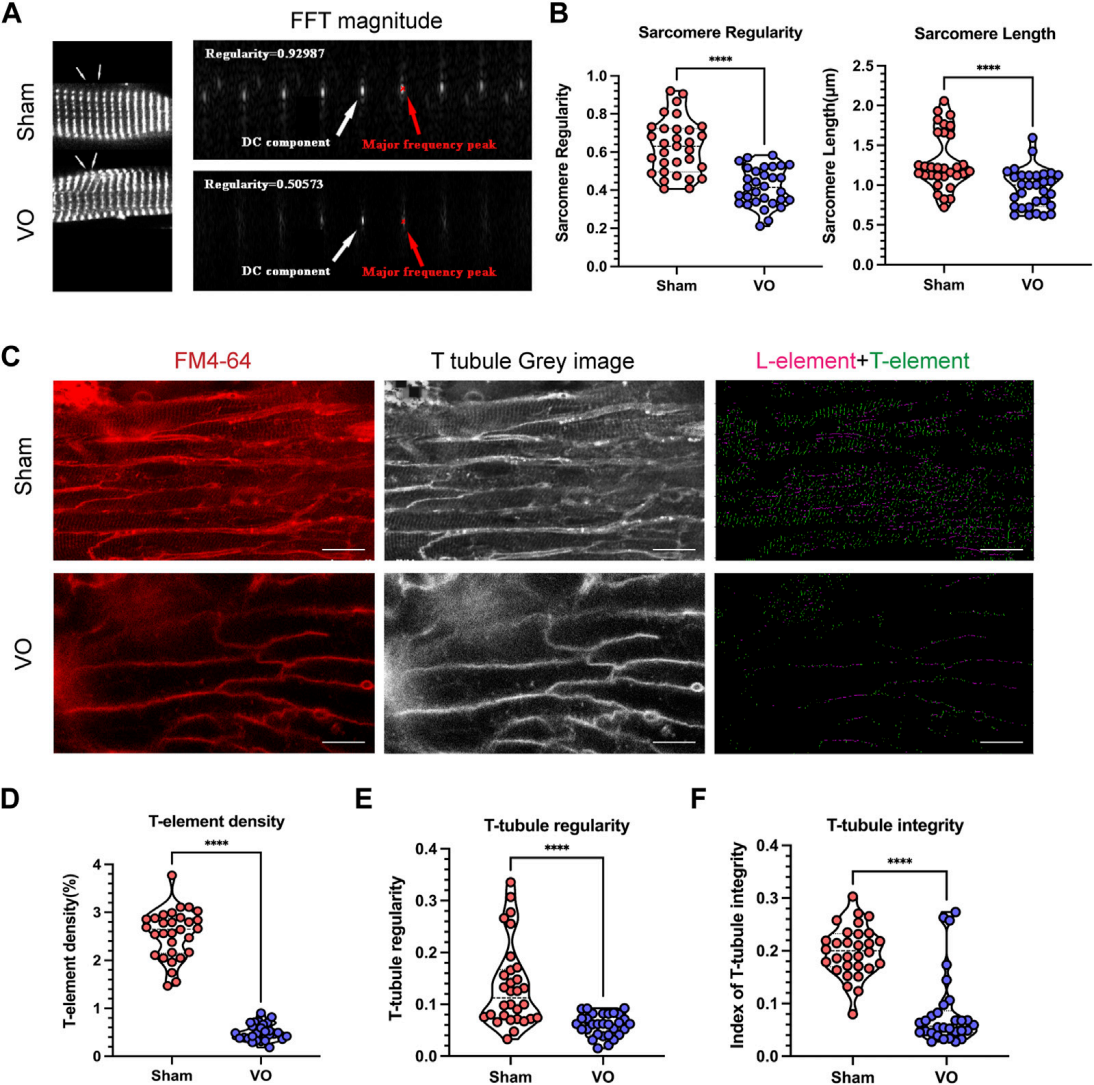
Impaired sarcomere and T-tubule maturation caused by VO. **(A)** Left panel: Representative sarcomere from the sham and VO groups. Sarcomeric α-actinin (SAA, white) staining, where arrow indicates one sarcomere. Right panel: Representative magnitude of fast Fourier transform (FFT) of cardiomyocytes shown in **(A)**; the direct current (DC) component was defined as the transformed series at frequency 0, which represents the summation of signals of all pixels in the image; the major frequency was defined as the second highest peak; regularity was defined as the magnitude of the major frequency normalized to that of the DC component. **(B)** Quantification of sarcomere regularity and sarcomere length from cardiomyocytes in each group (*n* = 30), Mann–Whitney test. **(C)** Representative T-tubule image. The T-element (green) is highlighted (right panel). Scale bar, 25 μm. **(D)** Quantification of the T-element density from cardiomyocytes in each group (*n* = 30), Mann–Whitney test. **(E)** Quantification of T-tubule regularity from cardiomyocytes in each group (*n* = 30), Mann–Whitney test. **(F)** Quantification of the index of T-tubule integrity from cardiomyocytes in each group (*n* = 30), Mann–Whitney test. ****p < 0.0001.

T-tubules are characteristic markers that distinguish mature from immature cardiomyocytes. They are formed by the invagination of the myocardial cell membrane and serve as the structural basis for the coupling of excitation and contraction of cardiomyocytes (Perera et al., 2022; Tarasov et al., 2023). We then determined whether VO affected the T-tubule maturation of RA cardiomyocytes. The results showed that under VO conditions, the T-element density of RA cardiomyocytes was reduced from 2.552% ± 0.509% to 0.4978% ± 0.171%; the T-tubule regularity was reduced from 0.135 ± 0.080 to 0.060 ± 0.021; and the index of T-tubule integrity was reduced from 0.199 ± 0.048 to 0.083 ± 0.069 (Figures 4C–F). These results suggested that VO impeded the maturation of RA cardiomyocyte T-tubules.

### 3.3 VO impedes the electrophysiological activity of RA cardiomyocytes

The T-tubule system primarily coordinates the excitation–contraction coupling of cardiomyocytes and is characterized by maturation of the calcium-handling capability. Thus, we examined calcium transients in cardiomyocytes to further validate the results of impaired T-tubule maturation due to VO. The findings indicated that under the influence of VO, there was a significant reduction in the amplitude of cardiomyocyte calcium transients, accompanied by a notable prolongation of the time to peak (Figures 5A–C).

**FIGURE 5:**
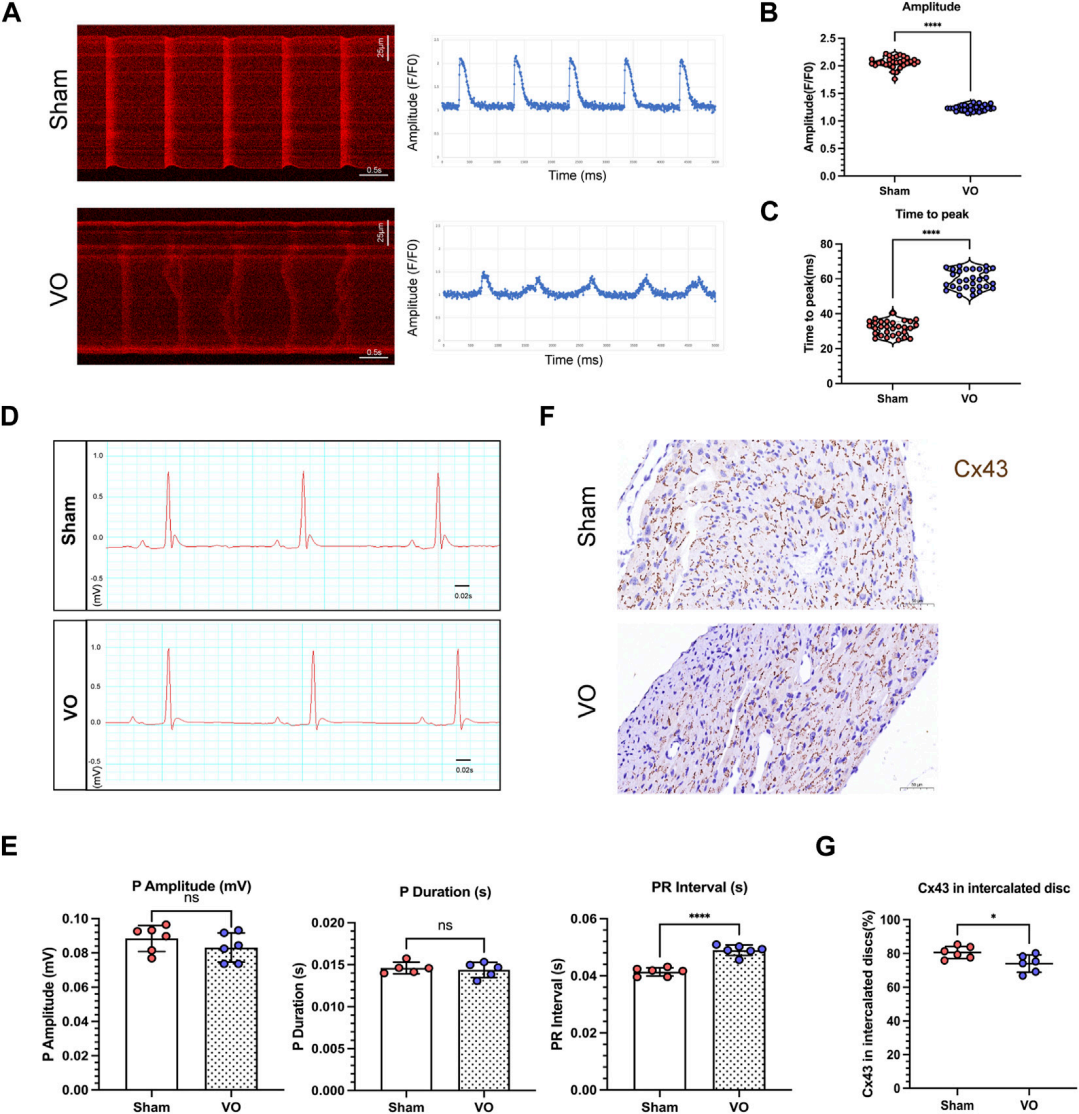
Impaired electrophysiological activity of RA cardiomyocytes caused by VO. **(A)** Left panel: Representative calcium transient image of RA cardiomyocytes from sham and VO mice. Right panel: Plot representative of the calcium transient image of RA cardiomyocytes from sham and VO mice. **(B)** Quantification of the calcium transient amplitude (Amp) from cardiomyocytes of three hearts in each group (*n* = 30), Mann–Whitney test. **(C)** Quantification of the calcium transient time to peak from cardiomyocytes of three hearts in each group (*n* = 30), Mann–Whitney test. **(D)** Representative electrocardiogram of sham and VO mice. **(E)** Quantification of the P-wave amplitude, P-wave duration, and PR interval in mice in each group (*n* = 6). **(F)** Representative IHC image of connexin 43 (Cx43) from sham and VO RA. **(G)** Quantification of the Cx43 percentage in intercalated discs in mice in each group (*n* = 6). ns, no significance; *p < 0.05, ****p < 0.0001.

The atrial electrophysiological characteristics on the electrocardiogram were also analyzed, as shown in Figure 5D. The results showed that the PR intervals increased significantly in VO mice compared with the sham mice, with no significant differences in P-wave amplitude or duration (Figure 5E).

Immunohistochemistry showed that Cx43 became more lateralized with a significantly decreased Cx43 percentage in the intercalated discs in the VO group compared with the sham group (74.02% ± 5.14% in VO mice vs. 80.58% ± 3.64% in sham mice, *n* = 6 per group, *p* = 0.0286) (Figures 5F, G).

Sirius Red and Masson’s trichrome staining methods were used to evaluate fibrosis in the right atrium. As shown in Supplementary Figure S4, Sirius Red and Masson’s trichrome staining demonstrated minimal collagen fiber areas, with no significant differences observed between the sham and VO groups at P21. These results suggested that VO did not cause obvious fibrosis in RA at P21.

### 3.4 VO impedes the maturation of sarcomeres and T-tubules in RA cardiomyocytes at the transcriptome level

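RNA from right atria (RAs) collected at P21, after sham or ACF surgery at P7, was sequenced in 3 sham and 3 VO libraries. The libraries are named here by group and replicate, from sham 1 to VO 3. The authors aligned the reads with HISAT2, counted them on genes with featureCounts and gave FPKM values, which are fragments divided by gene length and by a library size. Each FPKM value times its gene length was a whole multiple of a single step in its library, so the fragments behind each value could be recovered. The sham libraries held 16494342, 17237903 and 16826136 fragments on genes, with a median of 16826136, and the VO libraries 16852482, 15963082 and 16298717, with a median of 16298717. An FPKM of 1 on a gene of 1 kilobase stood for 15.6 to 18.1 fragments. The values already carried a scaling between libraries, since their median-of-ratios factor was 1.00 in every library. The 12627 genes with a mean FPKM of at least 1 over the 6 libraries were tested on log2(FPKM + 0.1) with limma's moderated test, two-sided, with Benjamini-Hochberg adjustment. An exact permutation of 3 libraries against 3 cannot give a p-value under 0.1, so it cannot pass a threshold of 0.05. Positions are those of GRCm38, whose coordinates were identical for 98.4% of the 54039 genes shared with its annotation. Xist was read at 28.2 FPKM in sham 1, 40.8 in sham 3, 63.6 in VO 1 and 50.6 in VO 2, and the Y-linked gene Ddx3y at 27.3 FPKM in sham 2 and 28.3 in VO 3. Each group thus held 2 libraries with Xist.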

To further confirm that the maturation of RA sarcomeres and T-tubules was impaired by VO, we then sought evidence at the transcriptome level. 

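Between the VO and sham RAs, 1511 of the 12627 tested genes had an unadjusted p-value under 0.05, of which 491 were higher and 1020 were lower in VO. Chance alone would give 631 such genes. After adjustment over all tested genes, 1 gene was left, which was lower in VO, and the smallest adjusted p among the higher genes was 0.157. The 3 VO libraries did not overlap with the 3 sham libraries in 2675 genes, or 21.2% of those tested, where chance gives 10%. In the other 9 ways to split the 6 libraries into groups of 3, between 204 and 598 genes had an unadjusted p-value under 0.05. The balance of directions moved most with the scaling: with TPM in place of median-of-ratios scaling, 1085 genes were higher and 486 were lower, while the median log2 fold change of all tested genes was 0.13 in place of -0.01. With 1 library left out at a time, the count ran from 874 genes without sham 1 to 2001 genes without VO 2.

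**Figure D1:**
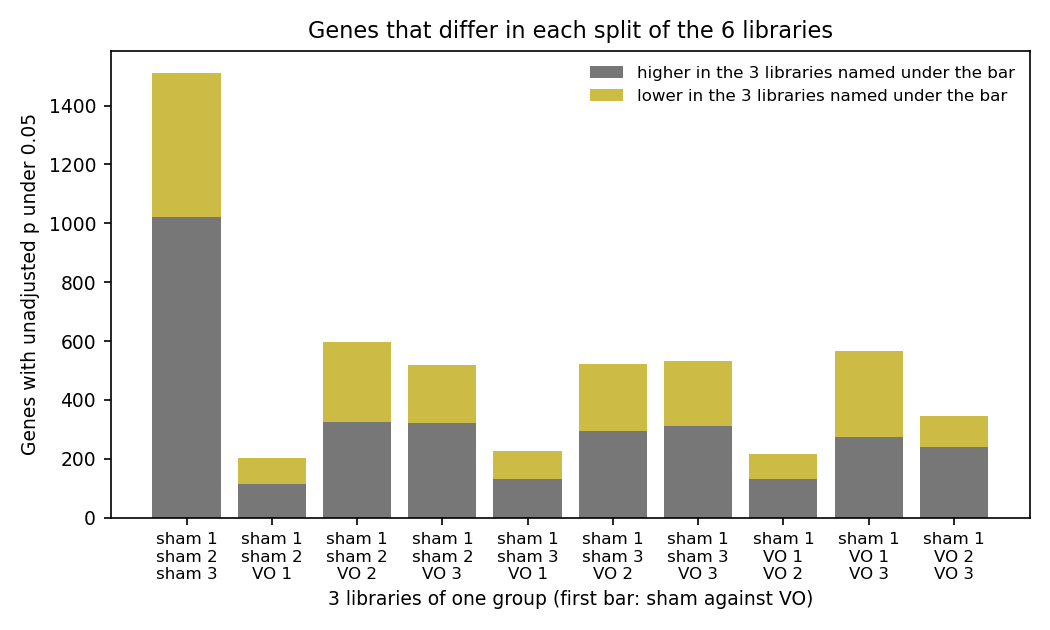
Number of genes with an unadjusted p-value under 0.05 (vertical axis) in each of the 10 splits of the 6 libraries into groups of 3 (horizontal axis), divided by direction. The split of sham against VO gives 1511 genes and the other splits give 204 to 598.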

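The gene past the adjusted threshold was Nppb (ENSMUSG00000029019), a protein-coding gene on chromosome 4 from 147985788 to 147987205. Its FPKM was 566 ± 34.9 (SD, n = 3 libraries) in sham and 145 ± 23.2 (SD, n = 3) in VO, a log2 fold change of -1.97 (standard error 0.15, limma's adjusted p = 0.042). With each library left out in turn the log2 fold change stayed between -2.10 and -1.88, while no gene had an adjusted p under 0.05 in any of these 6 fits. Over all alternatives the adjusted p of Nppb ranged from 0.0058 with voom to 0.360 with the replicate number as a block. The next 4 lower genes by p-value without overlap between groups were Gm6969, Fbxl22, Gm10275 and mt-Ta. Gm6969 (ENSMUSG00000066553) is a processed pseudogene on chromosome 12 from 24638669 to 24639010, with 9.97 ± 1.00 FPKM in sham and 4.43 ± 0.559 in VO (SD, 3 libraries each). Fbxl22 (ENSMUSG00000050503), on chromosome 9 from 66508459 to 66514593, had 35.8 ± 3.42 FPKM in sham and 18.3 ± 1.31 in VO (SD). Gm10275 (ENSMUSG00000069682), a transcribed processed pseudogene on chromosome 10 from 29698746 to 29699380, had 140.4 ± 16.3 FPKM in sham and 66.1 ± 6.00 in VO (SD). The mitochondrial transfer RNA gene mt-Ta (ENSMUSG00000064347), from 5018 to 5086 of the mitochondrial genome, had 208.6 ± 24.7 FPKM in sham and 85.7 ± 15.1 in VO (SD). The log2 fold changes of these 4 genes lay between -1.29 and -0.96, each with an adjusted p of 0.157 from the same test.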

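The 5 higher genes by p-value without overlap between groups were Gm22571, Slc25a34, Gm22965, Gm26119 and Gm3362. Slc25a34 (ENSMUSG00000040740), a protein-coding gene on chromosome 4 from 141618824 to 141623821, had 3.91 ± 0.798 FPKM in sham and 7.46 ± 0.158 in VO (SD, 3 libraries each), a log2 fold change of 0.93 (standard error 0.15, limma's adjusted p = 0.275). The processed pseudogene Gm3362 (ENSMUSG00000085442), on chromosome 15 from 37943327 to 37943792, rose from 2.14 ± 0.665 to 6.19 ± 1.76 FPKM (SD), a log2 fold change of 1.49 (adjusted p = 0.283). The other three are short RNAs listed at 0 in the 3 sham libraries. Against a floor of 3 fragments, the mean FPKM in VO was at least 1.01-fold higher for the snoRNA Gm22571 (ENSMUSG00000064918, chromosome 9, 64175873 to 64175942), at least 1.20-fold for the snRNA Gm22965 (ENSMUSG00000088583, chromosome 5, 122506789 to 122506889) and at least 1.14-fold for the miRNA gene Gm26119 (ENSMUSG00000093342, chromosome 18, 8698253 to 8698356). These floors cover counting error only.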

RNA-seq analysis revealed that there were 2,122 differentially expressed genes (DEGs) between the sham and VO RAs, with 1,031 upregulated and 1,091 downregulated genes (Figure 6A), suggesting that VO significantly altered the gene expression of RAs. We then subjected the downregulated DEGs to GO analysis. 

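The 6 libraries were clustered by average linkage on 1 minus Pearson's r of the log2 values. Over all 12627 tested genes, the first division set VO 1 apart from the other 5 libraries, which left 4 of 6 libraries with their own group. Correlations across genes ran from 0.915 to 0.967 between libraries of the same group and from 0.910 to 0.966 between libraries of different groups, and genes are not independent replicates. The first principal component held 36% of the variance and the second 25.1%; VO 1 was farthest along the first and VO 3 along the second. Over the 1020 genes lower in VO at an unadjusted p-value under 0.05, all 6 libraries fell with their own group, also with complete linkage on the Euclidean distance of z-scores. Those genes were chosen for their difference between the same libraries. When genes were chosen the same way for each of the 10 splits of the libraries, the clustering returned the split itself in 5 of them, the split of sham against VO included.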

The cluster analysis of downregulated DEGs showed consistency within groups and differences between groups (Figure 6B). 

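Lists of genes were tested with limma's camera (inter-gene correlation set to 0.01, two-sided), with adjustment over a family of 5 lists. A list of sarcomere components and a list of T-tubule and sarcoplasmic reticulum components were written by hand, since no GO annotation was at hand. All 46 tested genes of the sarcomere list were lower in VO, with a median log2 fold change of -0.49 (adjusted p = 2.87e-18). Of these, 31 had an unadjusted p-value under 0.05, 0 had an adjusted p under 0.05 over all tested genes, and 18 did when adjusted over the list alone. The median moved most with quantile normalization, to -0.31. Ribosomal protein genes, a set chosen after the data were seen, also fell almost without exception, in 75 of 76 tested genes (camera, adjusted p = 3.56e-16). An outcome of this kind is thus not particular to the sarcomere list. In the T-tubule and sarcoplasmic reticulum list, 30 of 42 tested genes were lower, with a median of -0.24 (adjusted p = 2.71e-04), and 12 of the lower genes had an unadjusted p-value under 0.05, while 0 genes did after adjustment over all genes or adjusted over the list alone. That median was -0.07 with quantile normalization and -0.11 to -0.30 with each library left out in turn, lowest in size without VO 1. With the inter-gene correlation estimated from the data, the adjusted p was 0.147 for the sarcomere list and 0.284 for the T-tubule and sarcoplasmic reticulum list, and with limma's fry it was 0.029 and 0.085. Neither list overlapped between the groups in its value per library: for the sarcomere list this value was 0.23 ± 0.02 in sham and -0.22 ± 0.23 in VO, and for the other list 0.11 ± 0.02 and -0.11 ± 0.16 (log2, SD, 3 libraries each). VO 2 lay nearest to the sham libraries in both lists. The T-tubule and sarcoplasmic reticulum list holds all 10 T-tubule genes of Figure 7, and the sarcomere list holds 5 genes of Figure 7. The study chose those genes on the same libraries, so the results of both lists are in part fixed by that choice. All 10 T-tubule genes of Figure 7 were lower, and 7 of them had an unadjusted p-value under 0.05. The 12 higher genes of the T-tubule and sarcoplasmic reticulum list thus all lie outside Figure 7. Neither list was tested without the Figure 7 genes, so the result for the other genes alone is not known.

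**Figure D2:**
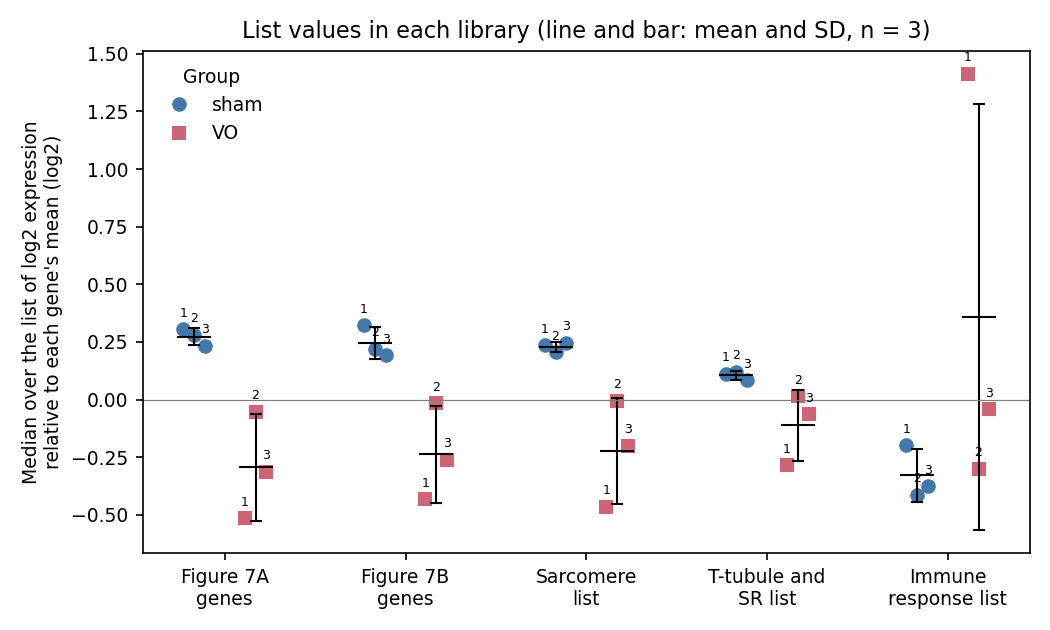
Median over each list of the log2 expression of its genes relative to their mean over the 6 libraries (vertical axis, log2), for the sham (circles) and VO (squares) libraries, numbered by replicate, with the mean and SD of each group. In the sarcomere list the sham libraries lie between 0.20 and 0.25 and the VO libraries between -0.46 and -0.01.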

GO analysis revealed that there was an abundance of enriched terms associated with sarcomeres and T-tubules, which included striated muscle cell development, sarcomere organization, T-tubules, and sarcoplasmic reticulum (Figures 6C, D). These results further suggested that the maturation of sarcomeres and T-tubules in RA was impaired by VO.

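Sarcomere genes that the paper names elsewhere for their part in maturation can be read in the same libraries. The paper's introduction describes sarcomere maturation as a change from MYH7 to MYH6 and from TNNI1 to TNNI3. A delay would leave Myh7 and Tnni1 higher in VO, and neither was higher. Myh7 fell by more than Myh6 (log2 fold change -0.40), while Tnni1 fell by less than Tnni3. Myh7 (ENSMUSG00000053093, chromosome 14, 54970684 to 54994626) fell from 11.8 ± 0.996 FPKM in sham to 7.64 ± 2.30 in VO (SD, 3 libraries each), a log2 fold change of -0.66 (standard error 0.21, limma's adjusted p = 0.404) without overlap between groups. Tnni3 (ENSMUSG00000035458, chromosome 7, 4518305 to 4524229) had 1445 ± 253 FPKM in sham and 1031 ± 275 in VO (SD), a log2 fold change of -0.51 (adjusted p = 0.432), which was -0.27 without VO 1. Tnni1 (ENSMUSG00000026418, chromosome 1, 135779434 to 135810989) had 4.27 ± 0.554 FPKM in sham and 3.55 ± 1.32 in VO (SD); its log2 fold change of -0.33 (adjusted p = 0.602) was smaller than the spread in VO and became -0.54 without VO 1 and 0.012 without VO 3. Gja1 (ENSMUSG00000050953, chromosome 10, 56377330 to 56402513), which encodes Cx43, had 41.5 ± 3.29 FPKM in sham and 41.3 ± 6.17 in VO (SD), a log2 fold change of -0.01 whose sign changes with the scaling and with the library left out (-0.12 without VO 1, 0.090 without VO 2). The paper proposes that VO impaired sarcomere and T-tubule maturation in the RA. It draws this from imaging (Figure 4) and calcium transients (Figure 5), and further from GO terms among the downregulated genes (Figures 6C, D).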

**FIGURE 6:**
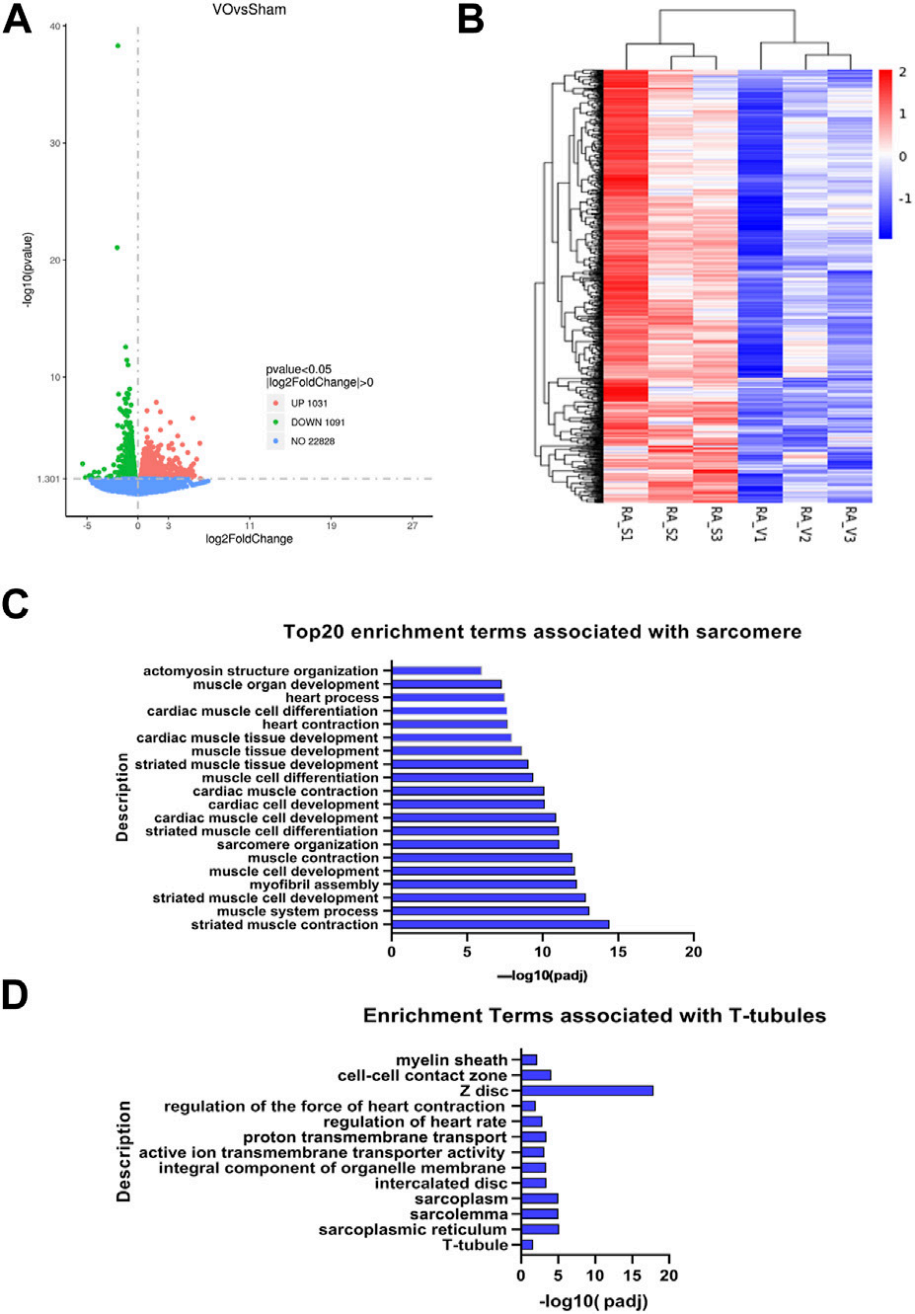
RNA-seq analysis of VO-induced downregulated genes in RA. **(A)** Volcano map of differentially expressed genes. Noted that there were 1,031 upregulated genes and 1,091 downregulated genes, which were then subjected to GO enrichment analysis and cluster analysis. **(B)** Cluster analysis of the 1,091 downregulated genes showed differences between groups and consistency within groups. **(C)** Top 20 enriched GO terms associated with sarcomeres. **(D)** Enriched GO terms associated with T-tubules.

### 3.5 Verification of RNA-seq results by qRT-PCR

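In the RNA-seq libraries, 19 of the 20 genes of Figure 7 passed the filter on mean FPKM, and all 19 were lower in VO, with log2 fold changes between -0.99 and -0.28. Of these, 15 had an unadjusted p-value under 0.05 and 16 did not overlap between the groups. Their limma adjusted p ranged from 0.344 to 0.467 over all tested genes; adjusted over the list alone, 15 were under 0.05, which is not independent evidence because the study chose these genes on the same libraries. With TPM the number with an unadjusted p-value under 0.05 was 9 and with quantile normalization 8. As a list, the tested sarcomere genes (Actc1, Srf, Tnnt1, Tnnt2, Actn2, Nkx2-5, Hopx, Myh6 and Myom1) had a median log2 fold change of -0.57 (camera, adjusted p = 3.92e-07). The T-tubule genes (Cav3, Fxyd1, Slc8a1, Rtn2, Kcnj5, Kcnj12, Adra1b, Slc2a4, Ank3 and Kcnj11) had a median of -0.47 (camera, adjusted p = 5.73e-07). With the inter-gene correlation estimated, the adjusted p was 0.147 for both lists, and with fry it was 0.029 and 0.032.

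**Figure D3:**
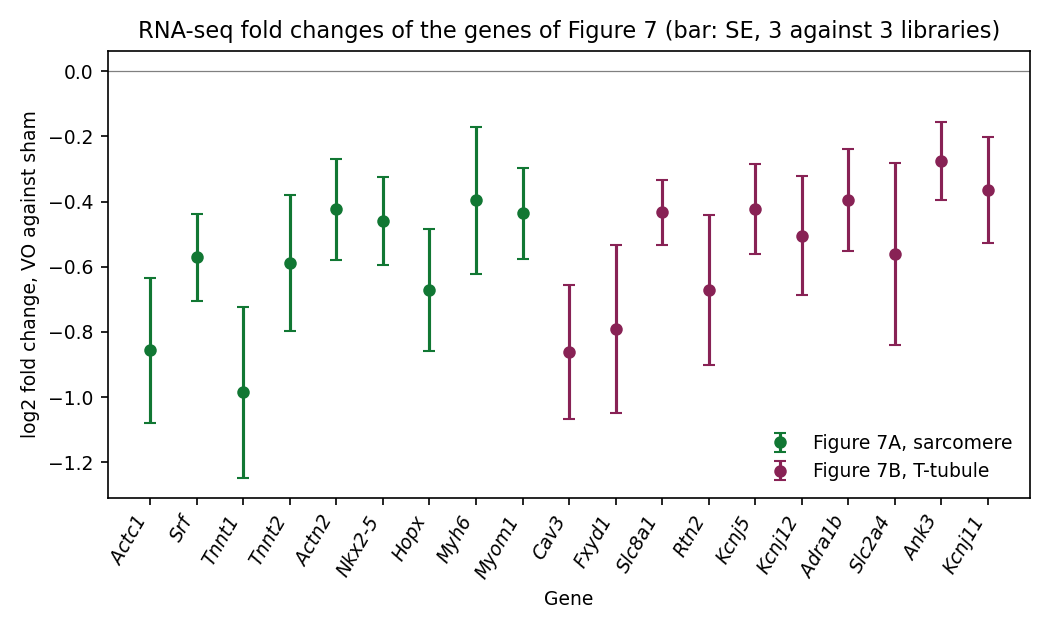
Log2 fold change of VO against sham (vertical axis) for the 19 tested genes of Figure 7 (horizontal axis), with the standard error from limma, over 3 libraries per group. All points lie between -0.99 and -0.28.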

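Actc1 (ENSMUSG00000068614, chromosome 2, 114047282 to 114053548) had 5923 ± 480 FPKM in sham and 3302 ± 587 in VO (SD, 3 libraries each), a log2 fold change of -0.86 (standard error 0.22, limma's adjusted p = 0.373). The transcription factor gene Srf (ENSMUSG00000015605, chromosome 17, 46548329 to 46556175) had 50.2 ± 6.89 FPKM in sham and 33.6 ± 2.57 in VO (SD), a log2 fold change of -0.57 (standard error 0.13, adjusted p = 0.344). Actn2 (ENSMUSG00000052374, chromosome 13, 12269426 to 12340760) had 353 ± 24.0 FPKM in sham and 265 ± 40.8 in VO (SD), a log2 fold change of -0.42 (standard error 0.16, adjusted p = 0.410). Cav3 (ENSMUSG00000062694, chromosome 6, 112459505 to 112472872) had 72.0 ± 16.7 FPKM in sham and 39.4 ± 7.62 in VO (SD), a log2 fold change of -0.86 (standard error 0.21, adjusted p = 0.344). Slc8a1 (ENSMUSG00000054640, chromosome 17, 81388691 to 81649607) had 52.9 ± 0.823 FPKM in sham and 39.3 ± 2.78 in VO (SD), a log2 fold change of -0.43 (standard error 0.10, adjusted p = 0.344). In these 5 genes the VO libraries did not overlap with the sham libraries. The groups overlapped in Myh6, Adra1b and Kcnj11. Actn3 (ENSMUSG00000006457, chromosome 19, 4861223 to 4877909), which fell under the filter, had 1.18 ± 0.570 FPKM in sham and 0.599 ± 0.136 in VO (SD) with overlap between groups.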

To confirm the RNA-seq results, the sarcomere- and T-tubule-associated genes enriched in the GO terms were verified by qRT-PCR.

As shown in Figure 7A, the 10 sarcomere-associated genes under the GO term striated muscle cell development (*Actc1*, *srf*, *Tnnt1*, *Tnnt2*, *Actn2*, *Actn3*, *Nkx2-5*, *Hopx*, *Myh6*, and *Myom1*) were significantly downregulated in the VO group compared to the sham group. As shown in Figure 7B, 10 sarcomere-associated genes (*Cav3*, *Fxyd1*, *Slc8a1*, *Rtn2*, *Kcnj5*, *Kcnj12*, *Adra1b*, *Slc2a4*, *Ank3*, and *KcnJ11*) were significantly downregulated in the VO group compared to the sham group. The qRT-PCR results were consistent with RNA-seq enrichment analysis, suggesting an impairment of sarcomeres and T-tubules in RA because of VO.

**FIGURE 7:**
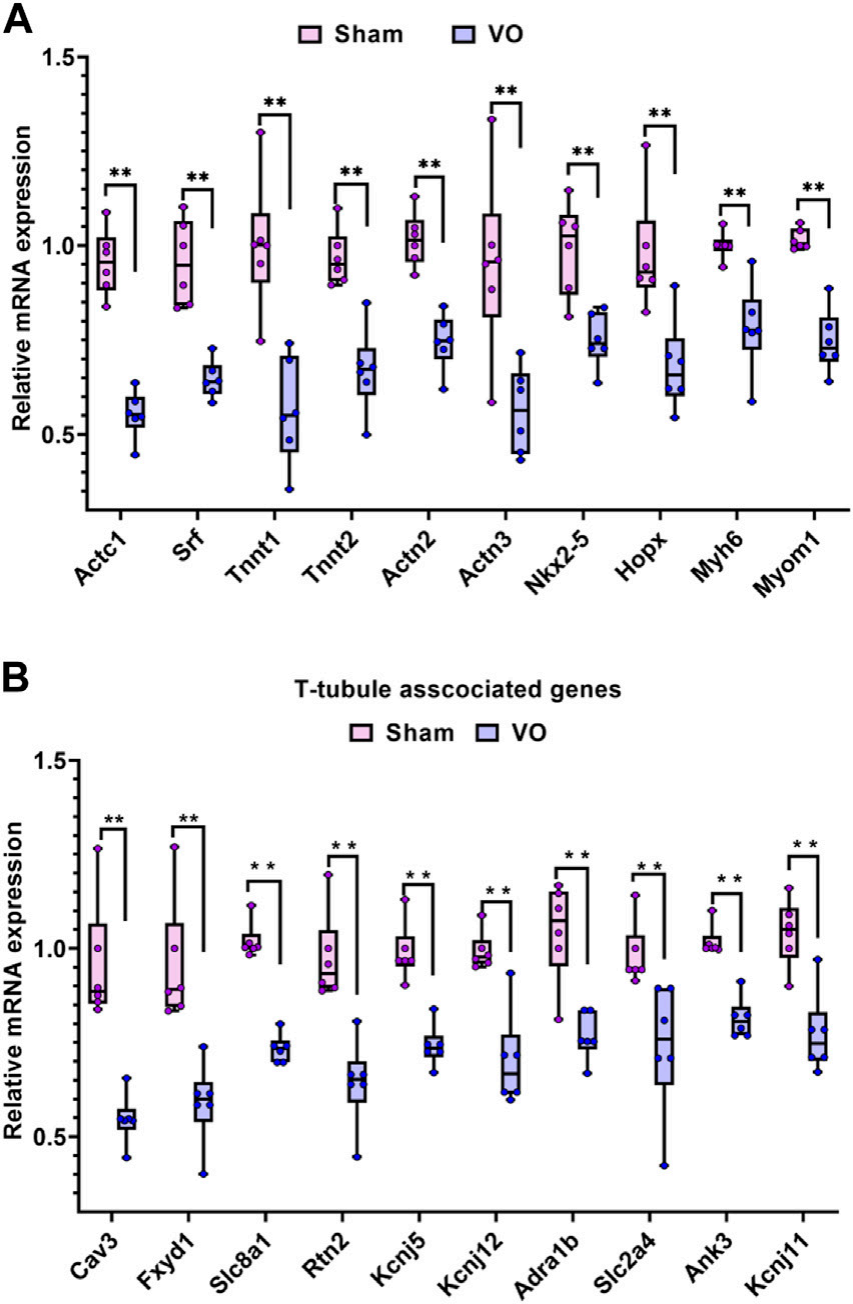
Verification of the sarcomere- and T-tubule-associated genes enriched in the GO analysis of downregulated genes. **(A)** Ten representative sarcomere-associated genes enriched in the GO term of striated muscle cell development. **(B)** Ten representative T-tubule-associated genes enriched in the GO term of T-tubules.

## 4 Discussion

The most recent state-of-the-art review from the European Society of Cardiology (ESC) reported that atrial arrhythmias were relatively common in ASDs, and the prevalence of atrial arrhythmias in patients with ASD increased steeply with age, with up to 20% of the patients experiencing atrial flutter (Craig and Selzer, 1968; John Sutton et al., 1981; Berger et al., 1999; Ueda et al., 2013). The extent of RA structural remodeling is highly dependent on the duration of VO and is associated with frequent electrophysiological alterations that include reduced voltages, prolonged refractory periods, and conduction disturbances (Ueda et al., 2013; Stout et al., 2018; Brida et al., 2022). Moreover, the frequency of arrhythmias between early and delayed ASD closure differed (Berger et al., 1999). However, the ESC guideline for ASD only suggests that there should be a timely closure of ASD when a patient presents with right ventricular VO (Baumgartner et al., 2021). From the aspect of atrial cardiomyocyte maturation, the current study suggests that ASD should be closed as early as possible and may be a supplement to the ESC guideline for ASD closure.

Recently, cardiomyocyte maturation has attracted increased attention because it is a cornerstone for the clinical application of pluripotent stem cell (PSC)-derived cardiomyocytes, which are immature (Guo and Pu, 2020; Karbassi et al., 2020). Immature cardiomyocytes have high automaticity, characterized by high expression of pacemaker channels, a resting membrane potential close to the action potential activation threshold, and spontaneous Ca^2+^ release. Thus, immature cardiomyocytes transplanted into hearts *in vivo* easily caused arrhythmias (Chong et al., 2014). However, the mechanisms of regulating cardiomyocyte maturation are largely unknown, especially under pathological conditions such as VO and pressure overload, the two primary hemodynamic changes in CHD (Wang et al., 2017; Ye et al., 2020; Sun et al., 2021). The current study demonstrates that VO impedes the maturation of RA cardiomyocytes, characterized by immature sarcomere structures and underdeveloped T-tubule systems, resulting in impaired calcium-handling capacities, reduced levels of Cx43 in the intercalated discs, and prolonged PR intervals. These findings suggest that enhancing RA cardiomyocyte maturation may serve as a therapeutic target for preventing arrhythmias in cases of delayed ASD closure.

Sarcomeres play a critical role in cardiomyocyte maturation by organizing intracellular structures and modulating signal transduction (Guo et al., 2018; Guo et al., 2021). For example, mutation of the sarcomere gene *Actn2* leads to the defective structural maturation of T-tubules and mitochondria and perturbs the nuclear localization of the SRF cofactor MRTFA, a critical transcription factor that regulates cardiomyocyte maturation (Guo et al., 2021). Our results showed that VO downregulated Actn2 and SRF in RA cardiomyocytes (Figure 7A), suggesting that VO may impede RA cardiomyocyte maturation via the sarcomere gene *Actn2* and transcription factor SRF.

The limitation to the current pioneering study is that the molecular mechanisms through which VO impedes RA cardiomyocyte maturation were not explored. As mechanical stress, VO requires mechanical receptors to transmit mechanical signals to cardiomyocytes. Then, what are the mechanical receptors? As previously reported, of three mechanical receptors, Sdc4, Itga11, and Plxnd1 (Mehta et al., 2020; Romaine et al., 2022), only *Sdc4* was included in the upregulated gene list (Supplementary Figure S1). It is possible that Sdc4 mediates the effects of VO on RA cardiomyocyte maturation. However, this hypothesis requires further research to verify its reliability. 

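In the RNA-seq libraries, Sdc4 (ENSMUSG00000017009, chromosome 2, 164424247 to 164443887) had 10.4 ± 1.42 FPKM in sham and 14.0 ± 3.28 in VO (SD, 3 libraries each). Its log2 fold change was 0.41 (standard error 0.20, limma's adjusted p = 0.432) and the groups overlapped, since VO 2 was at 10.3 FPKM. Without VO 2 the log2 fold change was 0.62, with an adjusted p of 0.245. Plxnd1 (ENSMUSG00000030123, chromosome 6, 115954811 to 115995005) had 21.0 ± 1.98 FPKM in sham and 24.0 ± 1.37 in VO (SD), a log2 fold change of 0.19 (standard error 0.11, adjusted p = 0.474), which was 0.12 without sham 1. Itga11 (ENSMUSG00000032243, chromosome 9, 62677826 to 62783982) stayed under the filter, with 0.534 ± 0.0908 FPKM in sham and 0.587 ± 0.160 in VO (SD), a difference smaller than the spread between libraries.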

Previous studies suggested that immune responses played an important role in ventricular responses to VO (Cui et al., 2021; Sun et al., 2021; Hu et al., 2022). 

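A list of immune response genes, written by hand, was tested in place of GO terms. Of its 49 tested genes, 46 were higher in VO, with a median log2 fold change of 0.73 (limma's camera, adjusted p = 2.80e-09). The value of the list per library was -0.33 ± 0.11 in sham and 0.36 ± 0.92 in VO (log2, SD, 3 libraries each), and the groups overlapped. VO 1 was at 1.41, VO 2 at -0.30 and VO 3 at -0.04. Without VO 1 the median log2 fold change was 0.17 (adjusted p = 7.74e-04). With the inter-gene correlation estimated the adjusted p was 0.288, and with fry it was 0.282. In the list 5 genes had an unadjusted p-value under 0.05, all of them higher in VO, and 0 had an adjusted p under 0.05, over all tested genes or adjusted over the list alone. Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453), which encodes MCP-1, had 2.21 ± 0.732 FPKM in sham and 3.99 ± 3.83 in VO (SD), a log2 fold change of 0.46 (standard error 0.61, adjusted p = 0.735), which was -0.28 without VO 1 and 0.99 without VO 2. Vcam1 (ENSMUSG00000027962, chromosome 3, 116109949 to 116129688) had 15.1 ± 1.19 FPKM in sham and 13.8 ± 3.90 in VO (SD), a log2 fold change of -0.16 (standard error 0.20, adjusted p = 0.705), which was -0.38 without VO 1 and 0.0044 without VO 3.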

We also found that many enriched GO terms of the upregulated genes were associated with immune responses (Supplementary Figure S2). It has been reported that after activating the mechanical receptor Plxnd1 on endothelial cells, the endothelial cells upregulated the expression of monocyte chemotactic factor MCP-1 and vascular adhesion factor VCAM1, which recruits and activates macrophages (Mehta et al., 2020). Macrophages then regulate the maturation of cardiomyocytes through paracrine factors (Lavine et al., 2014; Li et al., 2020). Thus, it is possible that VO activates Sdc4 on endothelial cells which then recruit immune cells to regulate RA cardiomyocyte maturation.

In summary, the current study was the first to introduce a neonatal mouse model of RA VO. By using the model, we demonstrated that VO impeded the sarcomere and T-tubule maturation of RA cardiomyocytes, resulting in impaired calcium-handling capacity, reduced connexin levels, and prolonged PR intervals. Thus, we suggest that the immaturity of RA cardiomyocytes may account for arrhythmias in adult patients with ASD.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/; GSE232594.

# Supplementary material for: Volume overload impedes the maturation of sarcomeres and T-tubules in the right atria: a potential cause of atrial arrhythmia following delayed atrial septal defect closure
**Source:** Front Physiol. 2023 Oct 16;14:1237187. doi: 10.3389/fphys.2023.1237187
**Supplement:** Supplementary file 1

Supplemental Table 1 Primer information

| Gene |  | Sequence (5'->3') |
| --- | --- | --- |
| Actc1 | Forward | CTGGATTCTGGCGATGGTGTA |
|  | Reverse | CGGACAATTTCACGTTCAGCA |
| Srf | Forward | GGCCGCGTGAAGATCAAGAT |
|  | Reverse | CACATGGCCTGTCTCACTGG |
| Tnnt1 | Forward | AAGGGGAGCGTGTGGATTTTG |
|  | Reverse | TCCTCCTTTTTCCGCTGTTCA |
| Tnnt2 | Forward | CAGAGGAGGCCAACGTAGAAG |
|  | Reverse | CTCCATCGGGGATCTTGGGT |
| Actn2 | Forward | TGGCACCCAGATCGAGAAC |
| Actn3 | Forward | AACAGCAGCGGAAAACCTTCA |
|  | Reverse | GGCTTTATTGACATTGGCGATTT |
| Nkx2-5 | Forward | GACAAAGCCGAGACGGATGG |
|  | Reverse | CTGTCGCTTGCACTTGTAGC |
| Hopx | Forward | GACCGTCCCCAACCTGACTA |
|  | Reverse | CAACTTGTGCAGTGAGCGTC |
| Myh6 | Forward | GCCCAGTACCTCCGAAAGTC |
|  | Reverse | GCCTTAACATACTCCTCCTTGTC |
| Myom1 | Forward | GCACGACCATGAGCCACTAC |
|  | Reverse | ACCCTTGAGAATGCCGGGA |
| Cav3 | Forward | GGATCTGGAAGCTCGGATCAT |
|  | Reverse | TCCGCAATCACGTCTTCAAAAT |
| Fxyd1 | Forward | TCCATTCACCTACGATTACCACA |
|  | Reverse | GAATTTGCATCGACATCTCTTGC |
| Slc8a1 | Forward | CTTCCCTGTTTGTGCTCCTGT |
|  | Reverse | AGAAGCCCTTTATGTGGCAGTA |
| Rtn2 | Forward | AGTGGCAGACCTGTTGTACTG |
|  | Reverse | ACGGACACGATGCTAAAGTGC |
| Kcnj5 | Forward | GCCGGTGATTCTAGGAATGCT |
|  | Reverse | TCCTGAACATTACCGTGGTGT |
| Kcnj12 | Forward | ACCCCTACAGCATCGTATCAT |
|  | Reverse | GTTGCACTGACCGTTCTTCTT |
| Adra1b | Forward | CGGACGCCAACCAACTACTT |
|  | Reverse | AACACAGGACATCAACCGCTG |
| Slc2a4 | Forward | GTGACTGGAACACTGGTCCTA |
|  | Reverse | CCAGCCACGTTGCATTGTAG |
| Ank3 | Forward | GGCCTTACCCCAATCCATGTT |
|  | Reverse | TCCTTAGCTTTTGCTTCTACCTG |
| Kcnj11 | Forward | AAGGGCATTATCCCTGAGGAA |
|  | Reverse | TTGCCTTTCTTGGACACGAAG |

# Supplementary material for: Volume overload impedes the maturation of sarcomeres and T-tubules in the right atria: a potential cause of atrial arrhythmia following delayed atrial septal defect closure
**Source:** Front Physiol. 2023 Oct 16;14:1237187. doi: 10.3389/fphys.2023.1237187
**Supplement:** Supplementary file 6

Supplemental Table 2 Reagents

| Name | Company | Catalog No. |
| --- | --- | --- |
| Triton X-100 | Sigma-Aldrich | T9284 |
| Hematoxylin and eosin Kit | Beyotime biotech | C0105M |
| DNase | Worthington, Lakewood, NJ, USA | 9003-98-9 |
| RNase | Worthington, Lakewood, NJ, USA | 9001-99-4 |
| paraformaldehyde(PFA) | Sigma-Aldrich | 158127 |
| 4',6-diamidino-2-phenylindole(DAPI) | ThermoFisher Scientific | D3571 |
| Rhod-4™, AM | AAT bioquest | 21121 |
| MM4-64 | AAT bioquest | 21487 |
| Type II collagenase | Worthington | 9001-12-1 |
| PureLink RNA Micro Scale Kit | Life Technologies, Carlsbad, California, USA | 12183016 |
| PrimeScriptTM reagent kit | Takara Bio, Kusatsu, Japan | RR037A |
| SYBR Green Power Premix Kits | Applied Biosystems, Foster City, California | 4368577 |
| NEB Next® UltraTM RNA Library Prep Kit | NEB, USA | E7760 |
| TruSeq PE Cluster Kit | Illumina | v3-cBot-HS |

How the deposited data were processed for this re-analysis (not part of the article)

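RNA-seq of right atria at P21 was read in 3 sham and 3 VO libraries, after surgery at P7. The authors aligned the reads with HISAT2, counted them per gene with featureCounts and computed FPKM from gene length and counts; the paper's text does not name the genome build or the annotation. The table they gave holds 54093 complete genes and 1 incomplete last line, which was left out. Coordinates were identical to those of GRCm38 for 98.4% of the 54039 genes shared with its annotation. All columns of values belong to the 6 libraries.

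The values are FPKM with a scaling between libraries already applied. Each value times its gene length is a whole multiple of a single step per library for 100% of the values above 0, which gives back fragment counts of 15963082 to 17237903 per library. The step also gives the library size used by the authors, which differs from a median-of-ratios size by at most 0.21%. Among the 6 libraries, 26706 genes were above 0 in at least 1.

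FPKM values were scaled by the median of ratios, filtered to a mean of at least 1 over the 6 libraries and transformed as log2(FPKM + 0.1). The 12627 remaining genes were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend of variance with expression), VO against sham without covariates, two-sided, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. The replicate numbers were not taken as pairs: after the group means were removed, the correlation across genes between sham and VO libraries of the same number was -0.108, 0.0112 and -0.0292. A fit with the replicate number as a block is among the alternatives.

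Lists of genes were tested with limma's camera with an inter-gene correlation of 0.01, and again with an estimated correlation and with fry. A family of 5 lists covers the paper's statements: the 2 sets of 10 genes of Figure 7 and 3 lists written by hand for sarcomeres, for T-tubules with the sarcoplasmic reticulum, and for immune responses. A second family of 23 lists covers cell types, tissues and processes that could account for a difference, of which 22 had tested genes. The lists, the tests, the alternatives set as planned and the rule for naming genes were written before the data were examined. The rule names every gene the paper names for RNA, the 5 genes with the smallest p-value in each direction among those without overlap between groups, genes of the X and Y chromosomes that show sex, and list members where a list is reported. For time of day, cell shares, skeletal muscle and thymus tissue the explanation was written before the data were examined, while the measure and its threshold were set after the levels of the genes had been seen. Further genes and sets were named after their values were seen, and the text says so where they appear.

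Libraries were clustered by average linkage on 1 minus Pearson's r. All 10 splits of the 6 libraries into 2 groups of 3 were fitted in the same way. The alternatives set before the data were examined were a pseudocount of 1 or 0.01, a mean FPKM of at least 0.1 or 5 or no filter, FPKM as given, TPM, quantile normalization, eBayes without trend or with robust variance, array weights, the replicate block, each library left out in turn, and complete linkage for the clustering. Alternatives chosen after the data were seen were scaling by fragment totals, voom on recovered fragments, removal in each library of the trend with expression level and gene length (splines with 5 degrees of freedom for each), leaving out chromosomes X and Y, and every alternative for the second family of lists. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The fits and the recovery of fragments were checked on simulated data of the same size with planted changes, where most planted changes were recovered with 3 libraries per group. The planted changes were larger than the median log2 fold changes of the genes with an unadjusted p under 0.05, -0.504 for lower and 0.506 for higher genes.

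The GO enrichment was not repeated, since no GO annotation was at hand. The qRT-PCR, imaging, electrocardiogram and histology results were not analysed here. The paper's text does not say whether the qRT-PCR used RNA of the sequenced samples. The authors' DESeq2 test was not repeated; voom on the recovered fragments was run among the alternatives.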

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

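All tests in this part were chosen only after the result was seen; skeletal muscle had been written down as an explanation of lower sarcomere genes before, but its measure was set after the levels of the genes had been seen.

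Nppb, which the paper does not discuss, was lower in VO with a log2 fold change of -1.97 and an adjusted p of 0.042 from limma, and was lower in 3 of 3 VO libraries than in every sham library. Over the 10 splits of the 6 libraries, 2 gave as many genes with an adjusted p under 0.05. Ventricular tissue in the sham libraries was weighed as a source, since the ventricular gene Myl2 was also higher in sham, with a sham mean 4.07 times the VO mean against 3.90 times for Nppb. Among the sham libraries, however, Myl2 varied 29.9-fold, from 2.02 FPKM in sham 2 to 60.4 in sham 1, while Nppb varied 1.13-fold, and Irx4 did not pass 0.259 FPKM in any library. This argues against ventricular tissue as the source of the sham values of Nppb. Nppb was lower in all alternatives, with an adjusted p from 0.0058 to 0.360; among others it did not pass with quantile normalization (0.133), robust variance (0.063) or any library left out. An effect of VO on Nppb, which could also follow from the operation itself or from other differences between the animals, stays open as an untested hypothesis. Other genes often read with Nppb in stretched muscle were looked at after its value was seen: Ankrd1 had a log2 fold change of -1.21, Ctgf -0.97 and Nppa -1.002, with adjusted p of 0.275, 0.391 and 0.417 from limma. The groups overlapped in Nppa (VO 2 at 3224 FPKM), whose log2 fold change was -0.57 without VO 1. The 10 tested genes of that set, of which 7 were lower and 3 were higher, had a median of -0.61 (camera, adjusted p = 0.0040, estimated correlation 0.080).

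Fibroblast genes, which the paper does not discuss as RNA, were higher in VO. In the paper, Sirius Red and Masson's trichrome stains of the RA showed little collagen at P21, without a significant difference between the groups. The list of 15 genes, all at a mean FPKM of at least 1 in sham, had a median log2 fold change of 0.43 (13 of 15 genes higher, camera adjusted p = 4.39e-04, estimated correlation 0.611, fry 0.481). Its median stayed positive in all alternatives, between 0.34 and 0.57 (adjusted p from 5.28e-07 to 5.43e-04) where no library was left out, and was 0.31 without VO 1. Over the 10 splits, 2 gave a camera p as small. With the trend of fold change with expression level and gene length removed, the median was 0.49, which argues against that trend as the cause. A lower share of cardiomyocytes would raise endothelial and fibroblast genes alike. The fibroblast value less the endothelial value was higher by 0.34 (log2) in VO, but sham 1 at -0.10 and VO 2 at -0.10 overlapped; with the trend removed the difference was 0.36 without overlap. Fibroblast less smooth muscle genes differed by 0.39 with overlap, and by 0.56 without it once the trend was removed. These differences rest mainly on VO 1, at 0.49 and 0.95 with the trend removed against -0.11 for both in VO 2, and the VO libraries range more widely than the groups differ, so a lower share and a change within fibroblasts cannot be told apart with 3 libraries per group. The rise differed between genes of the list, read here after their values were seen: Col3a1 had a log2 fold change of 0.61, Fn1 0.80 (0.51 without VO 1) and Fbn1 0.72, while Lum had 0.11 (0.0065 without sham 2), Tcf21 0.10 (-0.12 without VO 1), Pdgfra -0.012 (0.067 without sham 1) and Dcn -0.034 (0.041 without sham 1).

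Macrophage genes were higher in VO, with a median log2 fold change of 0.53 (13 of 15 genes higher, camera adjusted p = 0.0069, estimated correlation 0.611, fry 0.534). Of the 15 genes, 8 are also in the immune response list. The difference rests mainly on VO 1: the value of the list was 0.98 in VO 1, -0.26 in VO 2 and 0.02 in VO 3, and the median without VO 1 was 0.21 (adjusted p = 0.021). In the alternatives without a library left out its adjusted p ran from 4.67e-04 to 0.045. Over the 10 splits, 4 gave a camera p as small, so a grouping by chance cannot be told apart from the conditions. Proliferation genes had a median of 0.83 (6 of 6 tested genes higher, adjusted p = 0.049, estimated correlation 0.611, fry 0.534), with 1 of the 15 genes written at a mean FPKM of at least 1 in sham. Without VO 1 a single gene of the list was left for testing, at -0.39 (adjusted p = 0.407); the adjusted p was also 0.067 without sham 1 and 0.122 without sham 3, the median was 1.28 without VO 2, the adjusted p over the other alternatives ran from 0.0084 to 0.205, and 7 of the 10 splits gave a camera p as small. Both lists follow the single library VO 1, in which Cd74 was at 551 FPKM, Lyz2 at 485 and Mki67 at 5.08 (genes named after their values were seen).

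Skeletal muscle genes were lower in VO, with a median log2 fold change of -0.94 (6 of 6 tested genes lower, camera adjusted p = 0.0019, estimated correlation 0.611, fry 0.136). Of the 15 genes written, 6 were tested, 7 had a mean FPKM of at least 1 in sham, 3 are in another list and 2 are in Figure 7. Only 1 of the 10 splits, the one of sham against VO, gave a camera p as small, which is the smallest share that 10 splits allow. The median stayed between -1.01 and -0.65 in the alternatives without a library left out, with adjusted p from 2.53e-05 to 0.288. The fast myosin genes Myh1, Myh2 and Myh4 did not pass 0.041 FPKM in any sham library, which argues against skeletal muscle tissue in sham as the source, for this list and for the sarcomere genes. Against this stands that the list fell by more than the sarcomere list, at -0.49, and that the fast myosin genes were picked as the measure when their low levels were known. Muscle genes that the RA itself expresses, such as Eno3 at 293 FPKM in sham, stay open as the source.

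The lists of genes tied to cardiomyocytes were lower in VO. Mature cardiomyocyte genes had a median log2 fold change of -0.37 (12 of 14 lower, camera adjusted p = 0.012, fry 0.481); 7 of the 15 genes written are in other lists and 1 is in Figure 7. Immature cardiomyocyte genes had a median of -0.40 (8 of 10 lower, adjusted p = 0.049, fry 0.193), Nppb among them. Oxidative phosphorylation genes had a median of -0.32 (18 of 19 lower, adjusted p = 0.0048, fry 0.534), which was -0.12 (adjusted p = 0.232) without VO 1 and -0.20 (adjusted p = 0.067) without sham 1. With the inter-gene correlation estimated the adjusted p was 0.611 for each. Over the 10 splits, 3, 3 and 5 gave a camera p as small, in the same order, so a grouping by chance cannot be told apart from the conditions in these lists. With the trend with expression level and gene length removed, the medians were -0.06 for mature cardiomyocyte genes, -0.48 for immature ones and -0.11 for oxidative phosphorylation. Over the alternatives without a library left out the adjusted p ran from 8.18e-04 to 0.287, from 0.0031 to 0.185 and from 2.56e-04 to 0.693, again in the same order. The median of mature cardiomyocyte genes was -0.18 without VO 1 and -0.24 without sham 1. That of immature ones was -0.25 without sham 3 (adjusted p = 0.177), -0.30 without sham 2 (0.093) and -0.54 without VO 3 (0.236), and -0.65 without sham 1.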

How the results depend on the processing

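The tests chosen only after the data were seen are scaling by fragment totals, voom, the removal of the trend with expression level and gene length, leaving out chromosomes X and Y, and all alternatives for the lists of cell types, tissues and processes; the other alternatives were set before the data were examined.

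FPKM as given carry the same scaling as the values used, so that alternative moves nothing and tests nothing; eBayes without trend or with robust variance does not enter camera and tests nothing for the lists. The 5 lists for the paper's statements kept their direction and an adjusted p under 0.05 in the other 12 alternatives of scaling, filter and model, with medians of -0.58 to -0.29 for the sarcomere genes of Figure 7, -0.50 to -0.33 for the T-tubule genes of Figure 7, -0.49 to -0.31 for the sarcomere list, -0.26 to -0.07 for the T-tubule and sarcoplasmic reticulum list and 0.48 to 0.87 for the immune response list. With each library left out, the medians ran from -0.64 to -0.46, -0.61 to -0.37, -0.57 to -0.34, -0.30 to -0.11 and 0.17 to 1.05 in the same order. The choice of set test mattered more: with an estimated correlation none of the 5 passed, at medians of -0.57, -0.47, -0.49, -0.24 and 0.73, and with fry the T-tubule and sarcoplasmic reticulum list (-0.24) and the immune response list (0.73) did not pass; the cause was not tested. The clustering results were the same with complete linkage.

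The count of genes with an unadjusted p under 0.05 was 933 with the replicate block and ran from 874 to 2001 across the 6 fits that each left out 1 library; it was 1469 without chromosomes X and Y. The smaller fits hold fewer libraries or fewer degrees of freedom. Of the 1511 genes, 977 were also found with TPM and 1122 with fragment totals. The number with an adjusted p under 0.05 was 2 with pseudocount 1, 3 with a mean FPKM of at least 0.1, 3 without trend in eBayes, and 0 with quantile normalization, robust variance, the replicate block, the removal of the trend with level and length, and each library left out (0 to 0). Nppb was called in the alternatives that had at least 1 such gene, except that without a filter the gene called was Gm22571. Simulated libraries of this number gave calls, but the planted changes were larger than those seen here. The genes with an unadjusted p under 0.05 had a median log2 fold change of -0.504 (lower) and 0.506 (higher). The simulation cannot tell how often changes of that size would be called. The small number of libraries stays open as a cause of the low counts, and the cause was not tested.

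The number of Figure 7 genes lower at an unadjusted p under 0.05 was 9 with TPM and 8 with quantile normalization, against 15; TPM moved the median log2 fold change of all genes to 0.13 and the cause of the other change was not tested. The number of lists of cell types, tissues and processes with an adjusted p under 0.05, which was 7, became 2 with a mean FPKM of at least 5, 9 with a mean FPKM of at least 0.1, 10 without a filter, 8 with pseudocount 1, 8 with the replicate block, 6 with array weights, 6 with TPM, 6 with fragment totals, 4 with quantile normalization, 4 with the trend with level and length removed, 0 with an estimated correlation and 1 with fry (immediate early genes), and ran from 5 to 11 with each library left out, highest without VO 2; the cause was not tested.

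Among the 37 named genes, 740 comparisons with an alternative were labelled the same, 11 weaker, 5 stronger and 10 reversed. The 740 include 37 for FPKM as given, which tests nothing. The label does not track the unadjusted threshold. With TPM 36 of the 37 genes were labelled the same, yet Sdc4 passed an unadjusted p of 0.05 there and not as scaled. With each library left out, Ccl2 ran from -0.28 without VO 1 to 0.99 without VO 2, Vcam1 from -0.38 without VO 1 to 0.0044 without VO 3, Tnni1 from -0.54 without VO 1 to 0.012 without VO 3, and Gja1 from -0.12 without VO 1 to 0.090 without VO 2, with 0.046 without sham 3. Gja1, at -0.013, was at 0.13 with TPM, 0.13 with quantile normalization, 0.080 with fragment totals, 0.014 with voom and 0.041 with the trend removed; the cause was not tested. At this depth short RNAs with a few fragments, such as Gm22571, can change their call with the pseudocount or the variance model.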

Differences from the paper's values

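No test in this part was chosen only after the result was seen, except the settings named as such.

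The paper's number of upregulated genes is 1031, and 491 genes were higher in VO at an unadjusted p under 0.05. Of the 18 alternatives set before the data were examined, 4 gave a number within 1.5 times the paper's: 710 with a mean FPKM of at least 0.1, 840 without a filter, 1085 with TPM and 780 without VO 2; the other 14 did not. Scaling by fragment totals, chosen after seeing the values, gave 942, and voom, also chosen after seeing the values, gave 667.

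The paper's methods define DEGs by an adjusted p, and its number of DEGs is 2122. With an adjusted p under 0.05 the number here was 1, against 1511 at an unadjusted p, and none of the 18 alternatives set before the data were examined came within 1.5 times the paper's number. The paper's Figure 6A is drawn with an unadjusted p.

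The paper places Sdc4 among its upregulated genes. Its log2 fold change here was 0.41, with an unadjusted p over the threshold and an adjusted p of 0.432 from limma. Sdc4 passed an unadjusted threshold of 0.05 with TPM (log2 fold change 0.55) and without VO 2 (0.62), and, among the settings chosen after seeing the values, with fragment totals (0.50) and with the trend with expression level and gene length removed (0.51). Its adjusted p was between 0.245 and 0.734 in the alternatives, and it passed an adjusted threshold in none of them.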

Other observations

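The tests in this part were chosen only after the result was seen, with some exceptions. These are the gene count over the 10 splits, the camera test of adipocyte genes, the sex of the animals and the further fat genes. Time of day, cardiomyocyte share, skeletal muscle and thymus tissue were written down as explanations before. Their measures and thresholds were set after the levels of the genes had been seen.

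The split of sham against VO gave more genes at an unadjusted p under 0.05 than any other split, 1 of 10, and the smallest share that 10 splits allow is 0.1, so a grouping by chance cannot be told apart from the conditions by this count. Each group held 2 libraries with Xist, and the count was 1469 without chromosomes X and Y against 1511 with them, which argues against sex as its cause. Of the 15 circadian genes tested, 0 had an unadjusted p under 0.05, where 12.0% of all genes did, and the difference between clock activators and repressors overlapped between the groups, running from -0.40 to 0.79 within VO. With so few genes and 3 libraries per group, time of day at dissection cannot be told apart from the conditions.

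Fold changes followed expression level and gene length across genes: the log2 fold change had a Pearson's r of -0.25 with mean level and 0.14 with length over the 12627 tested genes, which are not independent replicates. With this trend removed in each library, the median of the sarcomere list was -0.35 and that of the T-tubule and sarcoplasmic reticulum list -0.086, and the immune response list stayed at 0.72. The lists stayed past the camera threshold (adjusted p = 1.71e-14, 0.0017 and 6.12e-10), and the VO libraries were apart from the sham libraries in each, which argues against the trend as the whole cause; the groups overlapped in the immune response list before the trend was removed, and were apart by little after it, with -0.30 in sham 1 and -0.27 in VO 2. For the T-tubule and sarcoplasmic reticulum list the nearest libraries were 0.04 in sham 3 and 0.02 in VO 2, and most of its median went with the trend. The sarcomere genes of Figure 7 overlapped between the groups once the trend was removed, at a median of -0.39. Over the 10 splits, the sarcomere list, the T-tubule and sarcoplasmic reticulum list and both sets of Figure 7 genes each had 1 split with a camera p as small, the real one. For the Figure 7 genes this count decides nothing, since the study chose them on the same libraries, and the lists were written for statements drawn from these libraries. Other splits reached 9.77e-10 for the sarcomere list, so camera p-values of this size also arise between mixed groups. The immune response list had 7 such splits.

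A lower share of cardiomyocytes in the VO libraries is a candidate explanation of the lower sarcomere genes. Fibroblast genes less endothelial genes differed by 0.34 between the groups, with overlap as scaled and without it once the trend was removed, so a lower share and a change in cardiomyocytes cannot be told apart. Sarcomere genes less atrial genes differed by -0.17 between the groups, also with overlap, and by -0.23 without it once the trend was removed. That goes against a lower share alone, but by a narrow gap (sham 2 at 0.042, VO 3 at 0.040). Sarcomere genes less oxidative phosphorylation genes differed by -0.13 as scaled and by -0.21 with the trend removed. The groups overlapped both times, so this second comparison does not separate them. Skeletal muscle in the sham libraries is argued against by the fast myosin genes, at most 0.041 FPKM in sham. Impaired maturation, as the paper proposes, stays open beside a lower share, although Myh7 and the immature cardiomyocyte list were lower in VO and not higher.

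Thymus or lymph tissue in the VO libraries could raise immune genes. The highest of the 15 thymocyte and T cell genes in VO was Cd4 at 1.31 FPKM, and Rag1 and Cd3e stayed at or under 0.322 and 0.284 FPKM, but Igkc rose to 42.8 FPKM in VO 1 and 22.2 in VO 3 from at most 5.20 in sham (named after its values were seen). The threshold of 1 FPKM for these genes was set after their levels had been seen. Lymph tissue and immune cells of the RA itself cannot be told apart by these genes.

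Adipocyte genes were high in VO 3 alone: Ucp1 was at 254 FPKM in VO 3 and listed at 0 in the other 5 libraries, Cfd was at 231 and Adipoq at 48.7 (named after their values were seen). As a list their median log2 fold change was 1.57 (8 tested genes, camera adjusted p = 0.085). The adjusted p changed sides of 0.05 with the setting, from 0.0087 without a filter to 0.545 with TPM; the median was 3.03 without VO 1 (adjusted p = 0.0013), 3.03 without VO 2 (0.0060) and 0.16 over 2 tested genes without VO 3 (0.445). Of 14 further genes of fat tissue, written before their values were seen, 13 were highest in VO 3, with a median ratio of 6.09 to the highest other library; Car3 was at 227 FPKM and Gpd1 at 104. This is consistent with fat tissue in the VO 3 library. No biological explanation was tested.

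Targets of PPAR-alpha were higher in VO as a set. The set of targets of PPAR-alpha was written after 2 of its genes, Ucp3 and Slc25a34, had been seen, and is 1 of 4 kinds of sets looked at in this way, with stretch genes, processed pseudogenes and ribosomal protein genes. Over 25 tested genes the median log2 fold change was 0.26 (22 higher, camera adjusted p = 3.37e-07), and over the 23 others, without those 2 genes, it was 0.24 (adjusted p = 1.11e-05). With the inter-gene correlation estimated the adjusted p was 0.080. Of the 10 splits, 1 gave a camera p as small. Fat tissue in VO 3 is argued against as the cause, since the median was 0.18 without VO 3 (0.16 with the filter applied to the other 5 libraries), and so is the trend with level and length, since it was 0.37 with the trend removed. Angptl4 had a log2 fold change of 2.53, Ucp3 1.88, Cpt1a 0.80 and Pdk4 0.79, with adjusted p of 0.325, 0.283, 0.325 and 0.404 from limma. The 3 lower genes of the set were Fabp3 at -0.38 (-0.14 without VO 1), Acaa2 at -0.11 and Hadha at -0.0045. A change of fuel use or of feeding in VO may account for the higher values and was not tested.

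Processed pseudogenes were lower in VO, with a median log2 fold change of -0.18 over 457 genes, -0.044 with TPM, -0.099 without sham 1 and -0.11 without VO 1. With the trend with level and length removed the median was -0.018, which is consistent with that trend as the source. Of the 10 splits, 2 gave a median as far from 0 and 6 gave a camera p as small, so a grouping by chance cannot be told apart from the conditions. Pseudogenes also moved with their own parent genes (Spearman's rho 0.317 over 115 pairs, permutation p = 0.0003 across genes), which is consistent with fragments shared with the parents. Of the 76 ribosomal protein genes tested, 75 were lower, with a median of -0.35, which was -0.15 with the trend removed and -0.21 without sham 1. Their camera adjusted p was 3.56e-16, and 0.253 with the inter-gene correlation estimated. A small camera p therefore does not single out the sarcomere list.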
